# An S-adenosyl Methionine Synthetase (SAMS) Gene from *Andropogon virginicus* L. Confers Aluminum Stress Tolerance and Facilitates Epigenetic Gene Regulation in *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2016.01627

**Published:** 2016-11-08

**Authors:** Bunichi Ezaki, Aiko Higashi, Norie Nanba, Takumi Nishiuchi

**Keywords:** aluminum (Al) stress, *AvSAMS1* gene, DNA methylation, epigenetic gene-regulation, histone H3 methylation, microarray analysis, multiple abiotic stress tolerance

## Abstract

Candidate clones which conferred Al tolerance to yeast transformants (TFs) were obtained from a cDNA library derived from a highly Al-tolerant poaceae, *Andropogon virginicus* L. One such clone, AL3A-4, encoded an S-adenosyl methionine synthetase (SAMS) gene. A full-length cDNA was obtained by 5′-RACE, designated *AvSAMS1*, and introduced into *Arabidopsis thaliana* to investigate its biological functions under Al stress. Two TF plant lines both showed higher tolerance than the Col-0 ecotype (non-TF) not only for Al stress, but also for Cu, Pb, Zn and diamide stresses, suggesting the *AvSAMS1* was a multiple tolerance gene. More than 40 of *A. thaliana* Al response-genes (Al induced genes and Al repressed genes) were selected from microarray results and then used for investigations of DNA or histone methylation status under Al stress in Col-0 and the *AvSAMS1* TF line. The results indicated that Al stress caused alterations of methylation status in both DNA and histone H3 (H3K4me3 and H3K9me3) and that these alterations were different between the *AvSAMS1* TF and Col-0, suggesting the differences were *AvSAMS1*-gene dependent. These results suggested the existence of *AvSAMS1*-related epigenetic gene-regulation under Al stress.

## Introduction

Aluminum (Al) in acid soil areas is solubilized into soil solution below pH 5.0 as a toxic form, Al^3+^, and its toxicity results in a loss of crop yields as a limiting factor of plant growth in agriculture. The root apex is a primary target of Al toxicity and an inhibition of root growth is the major symptom of Al toxicity in plants. Secretion of organic acid anions, such as malate, oxalate, citrate and succinate, from root tips into soil has been considered as one of the most effective Al tolerance strategies (Delhaize et al., 1993). Sasaki et al. (2004) isolated the *ALMT1* gene encoding a malate transporter from *Triticum aestivum* and showed that this gene confers Al tolerance in transgenic tobacco cells. Plasma-membrane-localized Al transporter proteins, Nrat1 and PALT1, were isolated from *Oryza sativa* and *Hydrangea macrophylla*, respectively (Xia et al., 2010; Negishi et al., 2012). Recently, Ezaki et al. (2015) reported an Al stress induced half type ABCG transporter protein derived from a poaceae wild plant, *Andropogon virginicus* L. These proteins are suggested to decrease toxic cytoplasmic Al by their transport systems. It has been also demonstrated that induction of anti-peroxidation enzymes can ameliorate the oxidative damage caused by Al stress and lead to Al tolerance phenotypes in various plants (Richards et al., 1998; Ezaki et al., 2001; Milla et al., 2002; Boscolo et al., 2003; Watt, 2003). Phenolic compounds, such as flavonoids, alkaloids, terpenoids and glycosides, form strong complexes with toxic Al ions and are implicated in internal Al detoxification especially in Al-accumulating species (Kidd et al., 2001; Ofei-Manu et al., 2001; Ito et al., 2009).

Many wild plants show extremely high tolerance against abiotic stresses, such as salinity, metal toxicities, drought, temperature stresses and oxidative stresses (Ellis et al., 2000; Ivandic et al., 2000; Akashi et al., 2001; Bartels, 2001; Shen et al., 2001; Mittova et al., 2004). We reported that *A. virginicus* L. shows a high Al tolerance by a combination of five independent tolerance mechanisms including a low Al accumulation in its root-tip region by the secretion of organic acids and inductions of NO, poly-phenols and anti-peroxidation enzymes such as superoxide dismutase (EC1.15.1.1) and catalase (EC 1.11.1.6) (Ezaki et al., 2013). It was also very interesting that most of the Al tolerance mechanisms of this plant were Al inducible, suggesting a systemic Al-induced mechanism in the expression of these genes. However, the precise gene regulation system involved in Al tolerance has not yet been characterized.

Recently epigenetic gene regulation has been well studied and this wide ranging system is related to adaptation for various environmental stresses in plants via methylations of DNA, RNA and histones as well as other modifications of histones (Hauser et al., 2011; Kou et al., 2011; Wang et al., 2011; Gayacharan and Joel, 2013; Garg et al., 2015). Therefore, methylation is thought to be a very important modification in epigenetic regulation. S-adenosyl methionine (SAM), synthesized from methionine and ATP by SAM synthetase (SAMS; EC2.5.1.6), is involved as the main methyl group donor in many organisms including plants. Highly reactive methyl residue of SAM is very useful for methylation of DNA, RNA, protein, lignin, flavonoid and so on, and it also plays important roles in regulating plant development, abiotic or biotic stress, and metabolic accumulation (Xu et al., 2006; Nagel et al., 2008; Köllner et al., 2010). It is also well known that SAM is used as a precursor in the biosynthesis of polyamines and ethylene in plants (Pandey et al., 2000; Roje, 2006). *OsSAMS1*-RNAi transgenic plants with repressed transcripts of all three *OsSAMS* genes (*OsSAMS1, OsSAMS2*, and *OsSAMS3*) exhibited a severe late-flowering phenotype (Li et al., 2011). They suggested that the alterations in H3K4 tri-methylation and DNA methylation at specific genes suppressed their expression and subsequently led to late flowering and concluded that SAM, as a major methyl donor, plays a critical role in the epigenetic control of flowering.

In this study, we isolated an Al tolerance gene, *AvSAMS1* from *A. virginicus* L. The *AvSAMS1* dependent epigenetic gene-regulation was facilitated under Al stress in an *A. thaliana* transformant (TF) expressing this gene. This is the first report demonstrating a biological relationship between a *SAMS* gene, Al tolerance and a deduced epigenetic gene regulation in the TF.

## Materials and methods

### Growth conditions of plants and yeast

*A. virginicus* L., *A. thaliana* Col-0 ecotype and its derivatives were used in this study. Seeds of *A. virginicus* L. were submerged in distilled water for 7 to 10 days at 4°C and then grown in hydroponic conditions with a nylon mesh net and a floating supporter to keep the seeds at an adequate water level in 0.5 mM CaCl_2_ solution (adjusted to pH 5.7). Approximately 2- to 3-week-old seedlings were used for each experiment. For *A. thaliana*, seeds were submerged in distilled water for 4 days at 4°C, grown in soil for approximately 3 week and then used for all experiments except for stress sensitivity tests. For stress sensitivity tests, seeds of *A. thaliana* were sterilized, submerged in sterilized water for 4 days at 4°C and then grown in hydroponic conditions with a fine nylon mesh net and a floating support in 1/6 MS medium (adjusted to pH 5.7; Ezaki et al., 2000) for 12 to 15 days. All plants were grown under fluorescent illumination (approximately 50 μEm^−2^s^−1^, 16 h of light and 8 h of darkness) at 25°C.

*Saccharomyces cerevisiae* strain, INVSc1 (Invitrogen, USA), was used for a direct screening of the Al tolerant genes derived from *A. virginicu*s L. YNB (yeast nitrogen base) agar plate (1.5% agar in YNB liquid medium) adjusted to pH 5.7 were used for yeast growth and all stress-sensitivity-tests except for Al stress. For Al stress-sensitivity-test, a low phosphate and magnesium (LPM) agar plate (1.5% agar in LPM liquid medium) adjusted to pH 4.2 was used (MacDiarmid and Gardner, 1998). Yeast TF cells were grown at 30°C for 3 to 4 days to estimate their sensitivities to various stresses.

### Abiotic stresses for plants and yeast

Seedlings of *A. virginicus* L. (2- to 3-week-old) were transferred to fresh 0.5 mM CaCl_2_ solution (adjusted to pH 4.2) including 0 or 300 μM AlCl_3_ for 8 or 24 h to investigate their gene-expressions. Young seedlings were also exposed to 35 μM CdCl_2_, 50 μM CuSO_4_, 300 μM PbCl_3_, 200 μM ZnCl_2_, 1.5 mM diamide (DM; 1,1′-Azobis (*N*,*N*-dimethyl formamide), Sigma-Aldrich, USA) or 1.5 mM H_2_O_2_ in 0.5 mM CaCl_2_ solution at pH 5.7 for 8 h to determine gene-expression in each condition. Seedlings of *A. thaliana* grown in 1/6 MS medium (10-days to 2-weeks-old) were also exposed to 300 μM AlCl_3_ in a fresh 1/6 MS medium (adjusted to pH 4.2) for 2 days or to 35 μM CdCl_2_, 50 μM CuSO_4_, 300 μM PbCl_3_, 200 μM ZnCl_2_, 1.5 mM DM or 1.5 mM H_2_O_2_ in a fresh 1/6 MS medium (adjusted to pH 5.7) for 2 days. Root length was randomly measured for more than 20 plants in each condition to calculate the relative root growth which was shown previously (Ezaki et al., 2000).

### Direct screening of Al tolerant genes from *A. virginicus* L.

Approximately 2- to 3-week-old seedlings of *A. virginicus* L. grown in hydroponic condition (0.5 mM CaCl_2_, pH 5.7) were transferred to 0.5 mM CaCl_2_ medium (pH 4.2) including 300 μM Al for another 24 h. Total RNA was extracted from the Al-treated plants using RNeasy Plant Mini Kit (Qiagen, USA) and then purified by Fast Track MAG mRNA isolation Kits (Invitrogen) to obtain poly(A)^+^-RNA molecules. Double stranded cDNA molecules were moreover prepared by a cDNA Synthesis Kit (M-MLV version) (TAKARA, Japan) using the extracted poly(A)^+^-RNA and then both ends of these cDNAs were blunted. A Yep-type vector, pYES3 (Smith et al., 1995), were digested with *Eco*RI and then blunted by T4 DNA polymerase. These blunted cDNAs and the vector DNA were mixed, ligated and introduced into *Escherichia coli* to amplify them once. The pool of extracted plasmids from the *E. coli* transformants were used as a cDNA library (DNA donor) for yeast transformation and direct selection on LPM agar plates containing 300 μM Al. CapFishing Full-Length cDNA Premix Kit (Seegene, USA) was used for 5′-RACE to obtain a full length clone of the Al tolerant gene.

### Construction of *A. thaliana* transgenic lines

The full-length cDNA fragment of *AvSAMS1* was inserted between the cauliflower mosaic virus (CaMV) 35S promoter and the octopine synthase gene (*OCS*) terminator in pART7 and then cloned into the *Not*I site of pART27 (Gleave, 1992). The construct was introduced into *Agrobacterium tumefaciens* LBA4404 to get kanamycin-resistant (Km-r) TFs. Transformation of *A. thaliana* (Col-0 ecotype) by *A. tumefaciens* TFs was performed by a dipping method (Clough and Bent, 1998). Five times of dipping (2 or 3 plants per one dipping) were performed in the *A. thaliana* transgenic events. T1 transgenic lines were selected on the 1/6 MS plates (adjusted to pH5.7) containing 1% agar and 75 mg L^−1^ Km and more than 30 of Km-r TFs were isolated. The Km-r seedlings were transferred to soil and grown to maturation. Screening of seeds for Km-r progeny was carried out on the same medium to get single-gene inserted, homozygous T2 transgenic lines and five independent TF lines were finally obtained. These TF lines were tested their gene-expression level of the *AvSAMS1* by qRT-PCR. Two highest expressing TF lines, TF3 and TF6, were used for abiotic stress sensitivity tests. And TF6 was used for microarray analysis and DNA and histone methylation analyses.

### Microarray analysis

After the Al treatment (0 or 300 μM Al for 2 days) of the *AvSAMS1*-expressing *A. thaliana* TF and its parental non-TF, Col-0 line, total RNA were extracted from these four plant samples by RNeasy Plant Mini Kit (Qiagen) and their quality was confirmed by the RIN (RNA Integrity Number) method (Agilent Technologies, USA). Two independent sets of RNA from the different biological pools of plant samples (Al-treated Col-0, untreated Col-0, Al-treated *AvSAMS*1 TF6 and untreated *AvSAMS1* TF6) were subjected to the total four 2-color microarray analyses. Total RNA samples were labeled independently with Cy3 (untreated) or Cy5 (Al-treated), respectively using Quick Amp Labeling Kit, Two-color (Agilent Technologies). A 4 X 44 K format microarray for *A. thaliana* Ver4.0 (G2519F#21169, Agilent Technologies) was used for hybridization in this experiment. Equal amounts of the two labeled cRNAs were mixed and competitively hybridized on the same slide at 65°C for 17 h. Agilent Feature Extraction and Agilent GeneSpring GX ver.12.5 (Agilent Technologies) were used for analyses. Total four microarray analyses were performed for a screening of Al response genes (Al induced genes and Al repressed genes) from Col-0 and the *AvSAMS1* TF line as follows;

Array:252116911539_1_1, Cy3: untreated Col-0#1, Cy5: Al-treated Col-0#1
Array:252116912697_1_1, Cy3: untreated Col-0#2, Cy5: Al-treated Col-0#2
Array:252116911538_1_4, Cy3: untreated AvSAMS1TF6#1, Cy5: Al-treated AvSAMS1TF6#1 Array:252116912697_1_3, Cy3: untreated AvSAMS1TF6#2, Cy5: Al-treated AvSAMS1TF6#2.

Means value of the two relative holds of each gene-expression under +Al condition to –Al condition in the two independent microarray analyses were compared between Col-0 and the *AvSAMS1* TF line. Then, we showed the results of *P*-value (<0.05) of LogRatio(+Al/–Al). These selected genes were confirmed their expression patterns by qRT-PCR, if necessary. They were moreover used for investigation of methylation status of DNA or histone under Al stress in this study. The microarray data was deposited in GEO database (accession number: GSE85593).

### DNA sequencing after bisulphite treatment

To investigate alterations of DNA methylation by Al treatment in Col-0 and the *AvSAMS1* TF, the genomic DNAs extracted from either Al-treated plants (300 μM Al treatment for 2 days) or untreated plants (0 days) were subjected to bisulphite treatment using a rapid DNA bisulphite modification kit, MethyEasy Xceed (Human Genetic Signatures Pty Ltd., USA) and then applied to DNA sequencing. The Methyl Primer Express® Software v1.0 (supplied from Applied Biosystems, USA) was used to design primers for methylation-focused PCR experiments.

### Chromatin immuno-precipitation (ChIP) analysis

To investigate alterations of histone3 (H3) methylation status under Al stress, three independent chromatin preparations were performed for the four plant samples (Al-treated Col-0, untreated Col-0, Al-treated *AvSAMS*1 TF and untreated *AvSAMS1* TF). Genomic DNA fragments specifically associating with either tri-methylated H3K4 (H3K4me3) or tri-methylated H3K9 (H3K9me3) were isolated from the immune-precipitated chromatin according the manual described previously with a minor modification (Villar and Köhler, 2010). Rabbit anti-H3K4me3 antibody and anti-H3K9me3 antibody were used for immuno-precipitation (Active Motif, USA) in this ChIP assay. To calculate the relative enrichment of the target DNA in the immuno-precipitated chromatin fractions including either H3K4me3 or H3K9me3, contents of the recovered target DNA fragments were determined by qRT-PCR, using LightCycler 1.5 (Roche, Germany) and SYBR Premix Ex TaqII (TAKARA). Three sets of primers were individually designed to amplify the target fragments #1, #2, and #3 (see **Figures 5B,D**) and used for the qRT-PCR. DNA contents of the three target fragments in eight nucleosome fractions (four nucleosome fractions extracted from Al-treated Col-0 line or non-treated Col-0 line and then precipitated with anti-H3K4me3 antibody or anti-H3K9me3 antibody, and another four nucleosome fractions extracted from Al-treated or non-treated *AvSAMS1* TF line and then precipitated with either of the two antibodies shown above) were normalized to an internal control, *AtAct1* gene of *A. thaliana* (At2g37620). At least three replicates of qRT-PCR experiments were performed for each DNA fragment.

### Statistical analysis

Experiments included two or three independent replicates. In case of the three independent replicates, means of the obtained values were calculated along with standard deviations (SD). *F*-tests were performed to identify differences in variance between the two tested groups. Then either the Student's *t*-test (when variances were similar) or Welch's *t*-test (when variances were different) was applied to calculate the significance of differences between the means.

## Results

### Direct screening of Al tolerant genes from *A. virginicus* L.

Wild plant *A. virginicus* L. shows a high Al tolerant phenotype by a combination of five Al tolerant mechanisms at least in our previous study (Ezaki et al., 2013). To characterize its high Al tolerance mechanism from molecular genetic points of view, Al tolerant genes derived from this plant were tried to isolate from a full length cDNA library, using *S. serevisiae* (yeast) INVSc1 as a screening strain. Pool of cDNA clones carrying the *A. virginicus* L. cDNA were introduced into INVSc1 and then the *ura*^+^ and Al tolerant TFs were directly screened on the LPM agar plates including 300 μM Al. Two candidate clones (AL3A-4 and AL5B-2) were obtained in the first screening and their tolerance to Al toxicity was confirmed. Compared with the yeast INVSc1 TF carrying a vector, pYES3, these two TFs showed a higher growth on the 300 μM Al agar plates (Figure 1A). Moreover the AL5B-2 could form colonies on 400 μM Al agar plate. Plasmid DNAs were extracted from these two tolerant TFs and the inserted cDNA fragments were individually sequenced. Result of a primitive homology search of these two clones to DDBJ (DNA Data Bank of Japan) indicated that the AL3A-4 was an S-adenosyl methionine (SAM) synthetase (SAMS) gene (approximately 90% identity in DNA sequence with *O. sativa* AK103157 and with *Zea mays* BT088116)(data not shown). The other clone, AL5B-2, had a homology to a *Z. mays* function-unknown clone, DY620452 with approximately 90% homology (data not shown). We therefore focused on AL3A-4 in further analyses in this study. The yeast TF carrying the AL3A-4 was furthermore exposed to various heavy metal stresses, such as Cu, Cd, Pb and Zn, and to two oxidative stresses, DM and H_2_O_2_. It did not show a clear tolerance to all of these stresses except for DM stress in yeast TF (Figure 1B).

**Figure 1:**
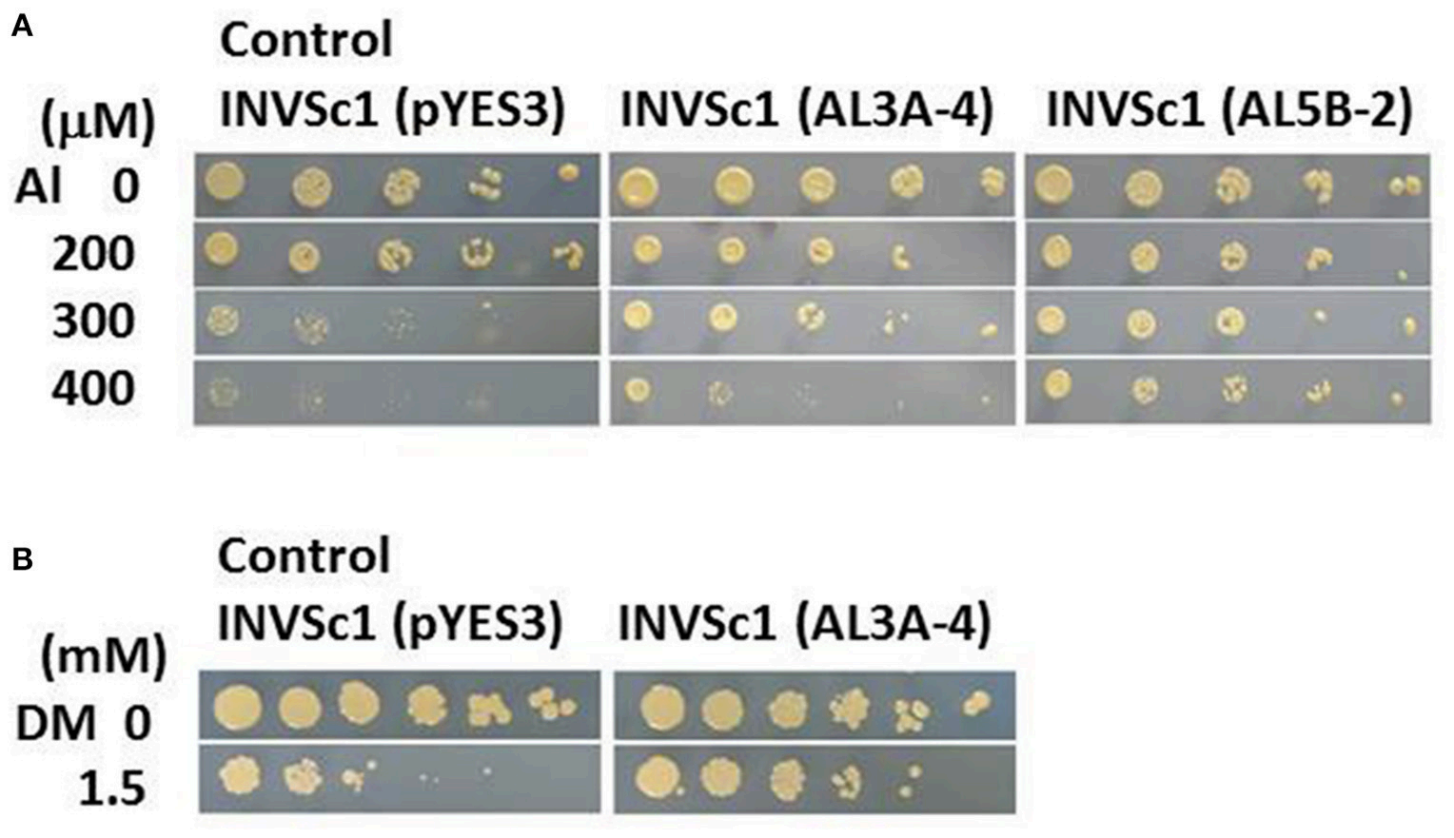
**Sensitivity test of the yeast TF carrying AL3A-4 or AL5B-2 clones on agar plates**. **(A)** Al test on LPM agar plate (adjusted at pH4.2), **(B)** DM test on YNB agar plate (adjusted at pH5.7). Log phase cells of the TFs carrying either pYES3 (vector), AL3A-4 or AL5B-2 were serially diluted with sterilized water(1/5~1/3125 fold for Al test and 1~1/3125 fold for DM test) and then spotted on the agar plates. Plates were incubated at 30°C for 3 to 4 days and the sensitivity was estimated by a colony forming ability on the agar plates.

### Property of *AvSAMS1* gene

Since the primitive comparison of the DNA sequence among AL3A-4 clone and the other *SAMS* genes indicated that this clone lacked the 5'-end, a full length of cDNA was tried to isolate by 5'-RACE. The longest clone completely carried its N-terminal region and 29-nt-upstream region of ATG start codon. Highest homology (95% identity) in DNA sequence was seen between the *SAMS* gene of *Saccharum hybrid* cultivar (KJ577596) and other high homologies were also seen among those of *O. sativa* and *Z. mays* described above (90 and 94% identity, respectively) (Supplement Figure 1). The *SAMS* gene derived from *A. virginicus* L. was therefore designated as *AvSAMS1* gene (accession number AB907169) and used for further analyses in this study. Open reading frame of the *AvSAMS1* gene was 1188 nt encoding 396 amino acids and the deduced molecular weight was 98.81 kDa. A high homology in amino acid sequence was also observed in a wide range of organisms (Supplement Figure 2).

The transcriptional response of the *AvSAMS1* gene to Al stress in *A. virginicus* L. was precisely confirmed by qRT-PCR (Figure 2A). Compared with the basal expression level of this gene under non-treated conditions (0 h), approximately 8.8-fold higher expression was occurred in roots after an exposure to 300 μM Al stress for 8 h and this elevated expression was maintained at 24 h (approximately 3.4-fold), whereas the expression was very low in shoots during the Al treatment (Figure 2A). Young seedlings of *A. virginicus* L. were also exposed to several abiotic stresses, such as Cd, Cu, Pb, Zn, H_2_O_2_ and DM for 8 h and the transcriptional responses to these stressors in root and shoot were determined (Figure 2B). The results indicated that the *AvSAMS1* was induced in roots by Cu and slightly by DM stress (approximately 3.7 and 1.9-fold, respectively). DM dependent induction was also detected in shoots (approximately 1.9-fold).

**Figure 2:**
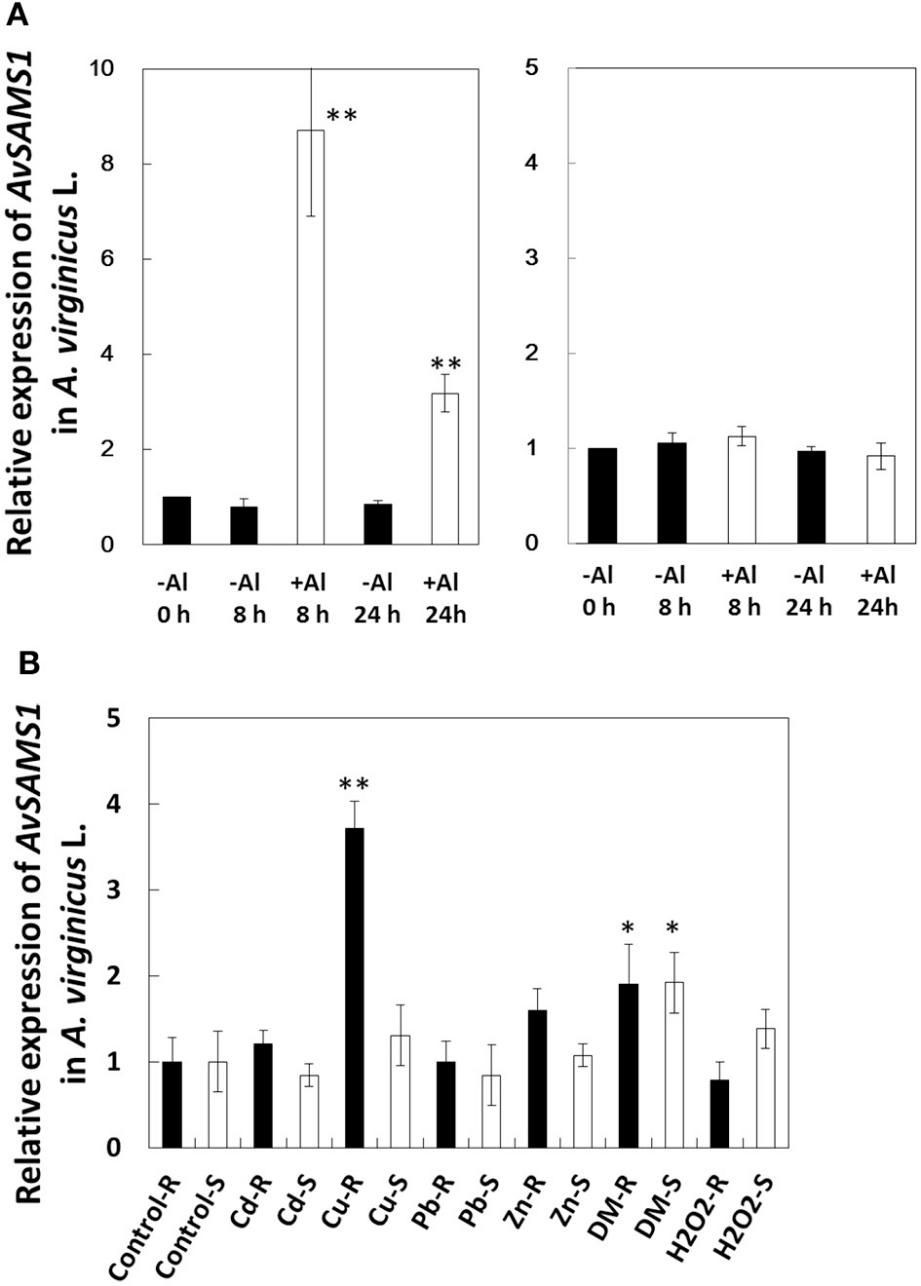
**Gene-expression profile of *AvSAMS1* in *A. virginicus* L. (A)** Al. Gene expression in root (left) and shoot (right) are represented as expression of the *AvSAMS1* relative to each control condition (-Al, 0 h). **(B)** Cd, Cu, Pb, Zn, DM, and H_2_O_2_. Gene-expression under each tested condition in roots (R) and shoots (S) are also shown as relative expression to the control conditions (Control-R and Control-S, respectively). Error bars indicate standard deviations (SD). Asterisks indicate significant differences to each control (^*^p < 0.05, ^**^p < 0.01).

### *AvSAMS1* is a multiple tolerant gene for metal stress and oxidative stress

To characterize the biological functions of this gene under Al stress and other stresses in plant, transgenic *A. thaliana* carrying the *AvSAMS1* were constructed and two of single-copy-inserted homozygote TFs were obtained (TF3 and TF6). These two plant lines grew and flowered normally, with no visible phenotypic difference from wild-type Col-0. Sensitivity tests for various stressors (Al, Cd, Cu, Pb, Zn, and DM) were performed and both of the TF lines showed higher relative root growth than a control Col-0 ecotype under Al, Cu, Pb, Zn, and DM treatments, but not under Cd stress (Figure 3). These results suggested that the *AvSAMS1* gene could confer multiple stress tolerance in *A. thaliana*.

**Figure 3:**
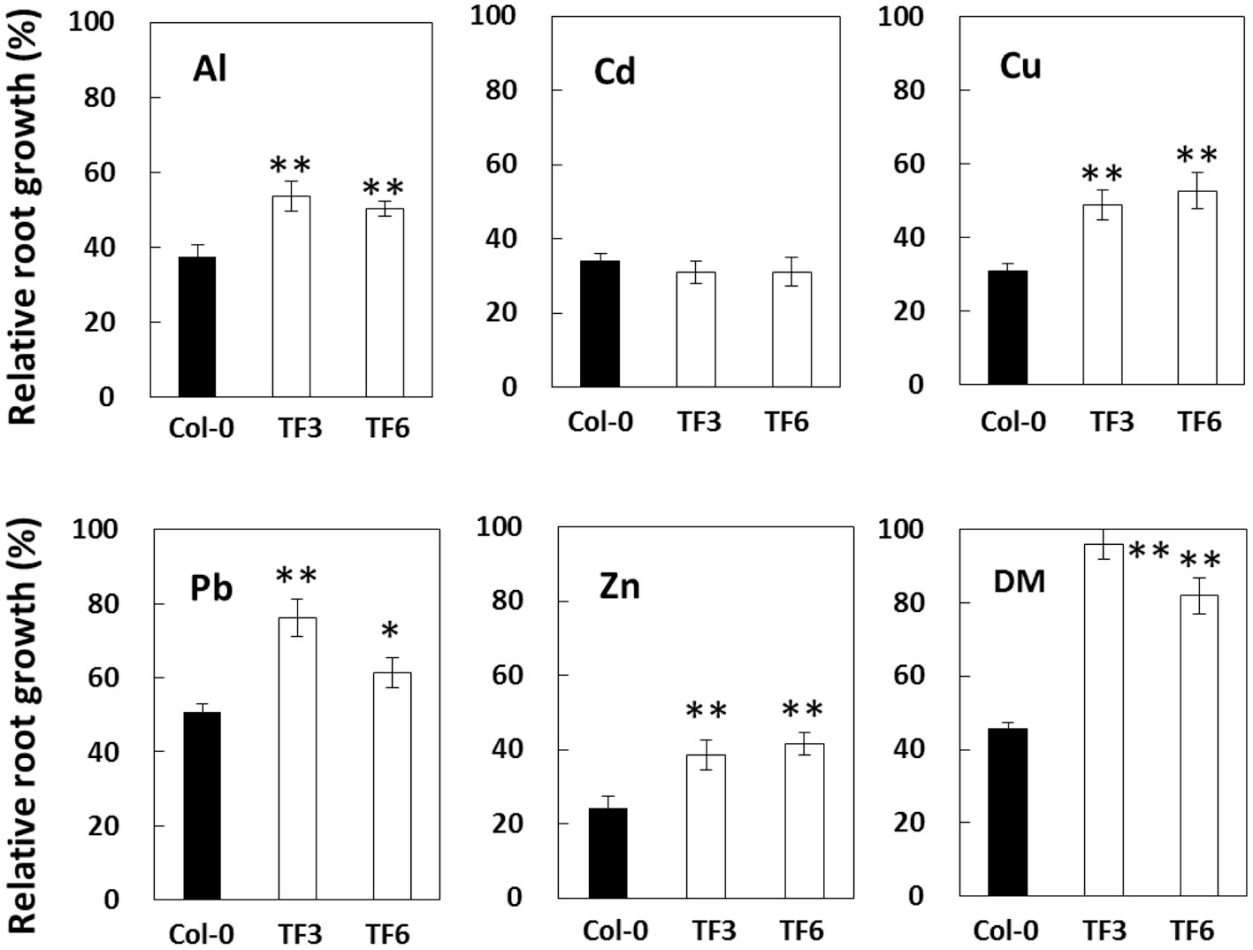
**Results of stress sensitivity tests in *A. thaliana* TF**. Two of the constructed *A. thaliana* TF expressing the *AvSAMS1* gene (TF3 and TF6) and their parental non-TF line, Col-0, were treated with various stressors and then measured for root length. Results were shown as relative root growth (%) as described previously (Ezaki et al., 2000). Error bars indicate SD. Asterisks indicate significant differences to each control shown as black bar (^*^p < 0.05, ^**^p < 0.01).

### Microarray analysis

It is well known that SAM is widely used as a methyl residue donor in many metabolisms, including the methylation processes of both DNA and histone. It is also well known that a genome-wide alteration in gene-expression (repression and induction), so-called epigenetic gene-regulation, can be led by these methylation processes (see review; Henderson and Jacobsen, 2007). It was therefore hypothesized that a highly expressed AvSAMS1 enzyme might accumulate higher amounts of SAM and preferentially promote a higher epigenetic gene regulation in the *AvSAMS1* TF line, compared with Col-0 ecotype. To prove this hypothesis, methylation status of genome DNA and histone protein should be determined and compared between the two lines [“Al-treated Col-0 vs. untreated Col-0” and “Al-treated *AvSAMS*1 TF vs. untreated *AvSAMS1* TF”], using Al response genes as target genes. 

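Gene-expression under Al stress was measured in the Col-0 ecotype, the parental laboratory ecotype of *A. thaliana*, and in the *AvSAMS1* TF line, with 2 Agilent arrays per line. On each array, cRNA of Al-treated plants labelled with Cy5 was hybridised together with cRNA of untreated plants of the same line labelled with Cy3, so that each array gives 1 relative fold (+Al/−Al) for each probe. The dyes were not exchanged on any of the 4 arrays. A dye effect of a single probe therefore remains in the ratio of a line, while it cancels in the difference between the lines. The methods give 3-week-old plants and 300 μM Al at pH 4.2 for 2 days. The sample labels differ from the methods at several points. They give the Al concentration as 300 mM, and they give the untreated plants of replicate 1 in both lines as sampled at day 0 and those of replicate 2 at day 2. They name an Agilent kit for the RNA and the Low RNA Input kit for the labelling, where the methods name RNeasy and Quick Amp. They also give whole plants as the tissue but name shoots in the labelling step.

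The authors deposited the spot values of Agilent Feature Extraction, which subtracts the background, corrects the dyes within each array and gives the log10 ratio of Cy5 over Cy3. Replicate 1 of both lines was extracted with a later version of the software than replicate 2, and the replicate numbers mark 2 separate experiments. In the untreated (Cy3) channel, 68.6% and 77.5% of the spots were well above background on the Col-0 arrays (replicates 1 and 2) and 62.1% and 77.9% on the *AvSAMS1* TF arrays. The median Cy3 signal was 244 and 505 on the Col-0 arrays and 152 and 512 on the *AvSAMS1* TF arrays, so that replicate 1 was the dimmer array in each line. The log ratios were changed to log2, control spots and spots with an outlier mark were left out, and the spots of 1 probe were averaged. Of 43603 probes, the 34738 that were well above background in at least 1 channel on at least 2 arrays were used. The mean of the relative folds is the arithmetic mean of the 2 ratios of a line. With 2 arrays per line, the number of arrays limits the precision of every mean.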

To select such target genes, microarray analysis was performed and the gene-expression patterns with and without Al were compared in the two lines [“Al-treated Col-0 vs. untreated Col-0” and “Al-treated *AvSAMS*1 TF vs. untreated *AvSAMS1* TF”] (Supplement Figure 3). 

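The 4 arrays were compared over the 25773 probes that were well above background in both channels on every array. Across probes, which are not independent replicates, Pearson's correlation of the log2 ratios was 0.48 between the 2 Col-0 arrays and −0.28 between the 2 *AvSAMS1* TF arrays. Between the lines it was 0.83 for the arrays of replicate 2 and 0.08 for those of replicate 1. The SD of the log2 ratios was 0.80 and 0.72 on the Col-0 arrays and 0.97 and 0.66 on the *AvSAMS1* TF arrays. More than 2-fold induction on all 4 arrays was seen for 42 probes, and more than 2-fold repression on all 4 for 61.

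With limma and Benjamini-Hochberg adjustment, the number of probes with an adjusted p under 0.05 was 0 for the Al response in Col-0, 0 for that in *AvSAMS1* TF and 0 for the difference between the lines. At an unadjusted p under 0.05 limma gave 2618, 1209 and 336 of 34738 probes. Chance alone gives a share of 0.05 at this threshold, which the latter 2 counts do not reach. This fit leaves out the pairing by replicate number. With the replicate number as a block the counts were 4102, 3292 and 898, of which the last is also below that share. The statistics section names an F-test followed by Student's or Welch's t-test for experiments of 3 replicates, and names no test across the arrays, for which the methods give a P-value of LogRatio under 0.05. It was read here as the P-value that Feature Extraction gives for each array, which the paper does not state. A t-test was also run on the same log2 ratios, without the F-test and without Welch's form. It set the 2 ratios of a line against 0, and compared the lines with Student's t-test. Without adjustment it gave 2323 probes in Col-0, 1081 in *AvSAMS1* TF and 513 for the difference. After Benjamini-Hochberg adjustment it gave 1, 0 and 0. The count at an unadjusted p moved most when *AvSAMS1* TF replicate 2 was left out, to 5954 probes for the difference between the lines.

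Among probes well above background on all arrays with the same direction on both arrays of the line, the largest mean inductions in Col-0 were those of HAK5 (At4g13420), At1g51830 and PDF2.1 (At2g02120), with mean log2 ratios of 6.98, 6.29 and 5.91, and the largest mean repressions those of At5g40590, At5g48430 and At2g42060, with −4.12, −4.04 and −3.84. In *AvSAMS1* TF, the largest inductions were those of DGR1 (At1g80240), GSTU25 (At1g17180) and HSP17.4 (At3g46230), with 3.73, 3.53 and 3.30, and the largest repressions those of At4g33720, At1g26250 and CIPK13 (At2g34180), with −5.09, −4.84 and −4.38. For the difference between the lines, *AvSAMS1* TF minus Col-0 in both replicate numbers, the largest increases were those of LHCB2.3 (At3g27690), GASA6 (At1g74670) and SAUR63 (At1g29440), with 3.48, 3.45 and 3.18, and the largest decreases those of PXMT1 (At1g66700), At5g24200 and NATA1 (At2g39030), with −4.40, −4.30 and −4.24. None of these 18 genes had a limma adjusted p below 0.655. HAK5 had log2 ratios of 8.05 and 5.91 on the Col-0 arrays, and of −0.15 and 8.01 on those of *AvSAMS1* TF. The log2 ratio of LHCB2.3 was −2.54 and −2.35 on the Col-0 arrays and 3.38 and −1.31 on the *AvSAMS1* TF arrays, so the mean of this line, 1.04, rests on replicate 1.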

From genes induced (more than approximately 2-fold) or repressed (less than approximately 0.5-fold) by Al stress, two groups were defined that were affected in both or either plant lines and that were also more highly induced or more severely repressed in the *AvSAMS1* TF line than in Col-0 line. These two groups were classified and designated as “Gene group I (induced type)” or “Gene group R (repressed type)”, respectively and used for the investigation of methylation status in genome DNA and histone under Al stress.

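The definition was applied to the arrays as a mean ratio of at least 2 (Gene group I) or at most 0.5 (Gene group R) in at least 1 line, a Feature Extraction P-value of LogRatio under 0.05 on both arrays of that line, and a mean ratio higher (Gene group I) or lower (Gene group R) in *AvSAMS1* TF than in Col-0. This gave 1863 probes of 1413 loci in Gene group I and 540 probes of 399 loci in Gene group R. No test across replicates enters this rule, and the P-value of LogRatio comes from the error model of 1 array.

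In Gene group I, 1507 probes passed the ratio and P-value in *AvSAMS1* TF alone. The 2 *AvSAMS1* TF arrays had log2 ratios of opposite sign for 1395 of the 1863 probes (74.9%), and 1222 of these were induced more than 2-fold in replicate 1 and repressed in replicate 2. Both *AvSAMS1* TF arrays were past 2-fold for 128 probes (6.87%). The median log2 ratio of the group was 2.44 and −0.57 on the *AvSAMS1* TF arrays and 0.47 and −0.33 on the Col-0 arrays. Both *AvSAMS1* TF arrays were above both Col-0 arrays for 213 probes (11.4%), and *AvSAMS1* TF was above Col-0 within both replicate numbers for 755 (40.5%). Since membership already requires the higher mean in *AvSAMS1* TF, chance order of the 4 arrays gives 33.3% for the former before the size rule and the P-value, whose effect on the order was not computed.

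In Gene group R, both *AvSAMS1* TF arrays were at or below 0.5 for 306 of the 540 probes (56.7%), and both were below both Col-0 arrays for 207 (38.3%). Within both replicate numbers *AvSAMS1* TF was below Col-0 for 360 (66.7%). In Gene group I 30 probes, and in Gene group R 15, were not well above background in either channel on either Col-0 array, so that their place below or above Col-0 was not measured. A mean ratio of 0.5 or less leaves no room for a ratio above 1 on either array, so 2 arrays of opposite sign cannot occur in a line that passed. An arithmetic mean can be carried by 1 high ratio. The values of Table 1 lie within 0.01 of the geometric mean of the 2 ratios in the deposited series table for 13 of its 14 genes. With the geometric mean of the 2 ratios, Gene group I held 918 probes and Gene group R 659. The *AvSAMS1* TF arrays then had opposite signs for 509 of the 918 (55.4%), and both were past 2-fold for 131 (14.3%). In Gene group R they had opposite signs for 81 of the 659 (12.3%), and both were past 2-fold for 297 (45.1%). Without *AvSAMS1* TF replicate 1 the groups held 1758 and 1688 probes, of which 332 and 313 were among those of both arrays. From these ratios the paper classified the genes into the 2 groups and used them as targets for the methylation status.

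**Figure D1:**
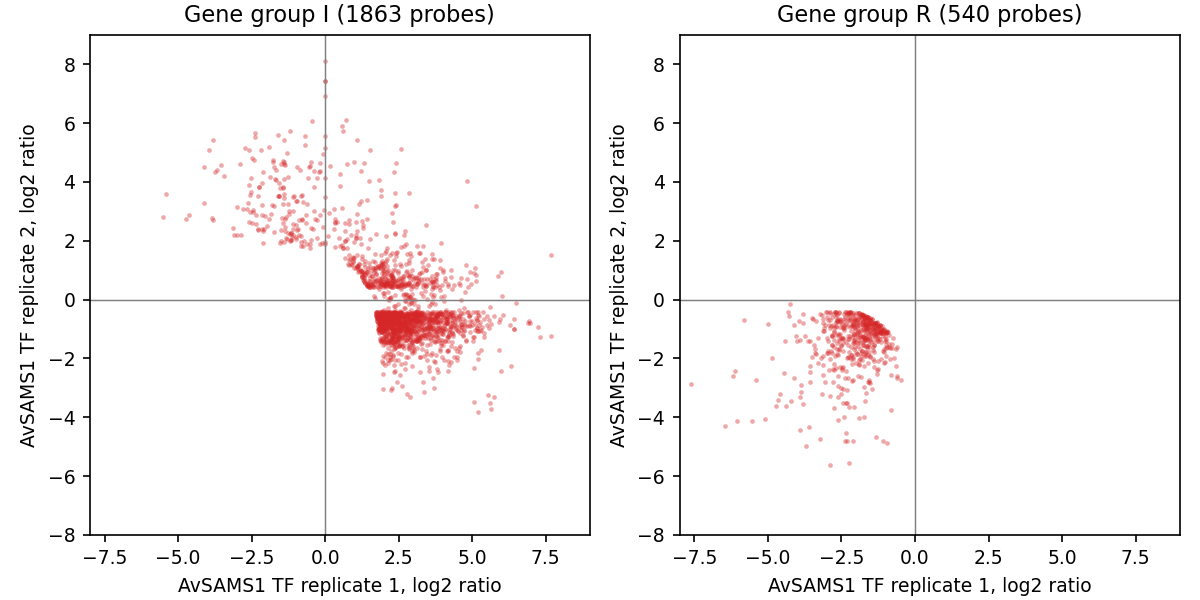
Log2 ratio (Al-treated over untreated) of each probe of Gene group I (1863 probes) and Gene group R (540 probes) on *AvSAMS1* TF replicate 1 (horizontal axis) and replicate 2 (vertical axis), 1 point per probe. In Gene group I, 1395 probes lie in the quadrants of opposite sign.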

### Methylation in DNA under Al stress

Six genes and eight genes were selected from the Gene group I and Gene group R, respectively and then applied to DNA sequencing based on a methylation-focused PCR. Results are summarized in Table 1. 

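Each of the 14 genes of Table 1 has probes on the array, and where a gene has several, the probe with the highest mean signal is given. By the rule used for the 2 groups, 4 of the 6 genes of Gene group I and 7 of the 8 genes of Gene group R were in their group. The others were At2g34430, At4g33070 and At4g12230. At4g18940 was not well above background in either channel on either Col-0 array, so its place in Gene group R rests on its ratio in *AvSAMS1* TF, and its difference between the lines was not measured. Of the 13 genes measured in both lines, the mean ratio was further in the direction of the group in *AvSAMS1* TF than in Col-0 for all 13. Both *AvSAMS1* TF arrays were beyond both Col-0 arrays for 6 of the 13, 2 in Gene group I and 4 in Gene group R. Within both replicate numbers, which mark 2 experiments, *AvSAMS1* TF was further in the direction of the group than Col-0 for 10 of the 13, 6 of 6 in Gene group I and 4 of 7 in Gene group R. The paper chose these genes by the direction of their means, so the counts are no test of it. At the probe given, the limma adjusted p of the difference between the lines was 0.999 for each of the 13. At that probe 1 of them, At3g56060, had an unadjusted p under 0.05.

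**Figure D2:**
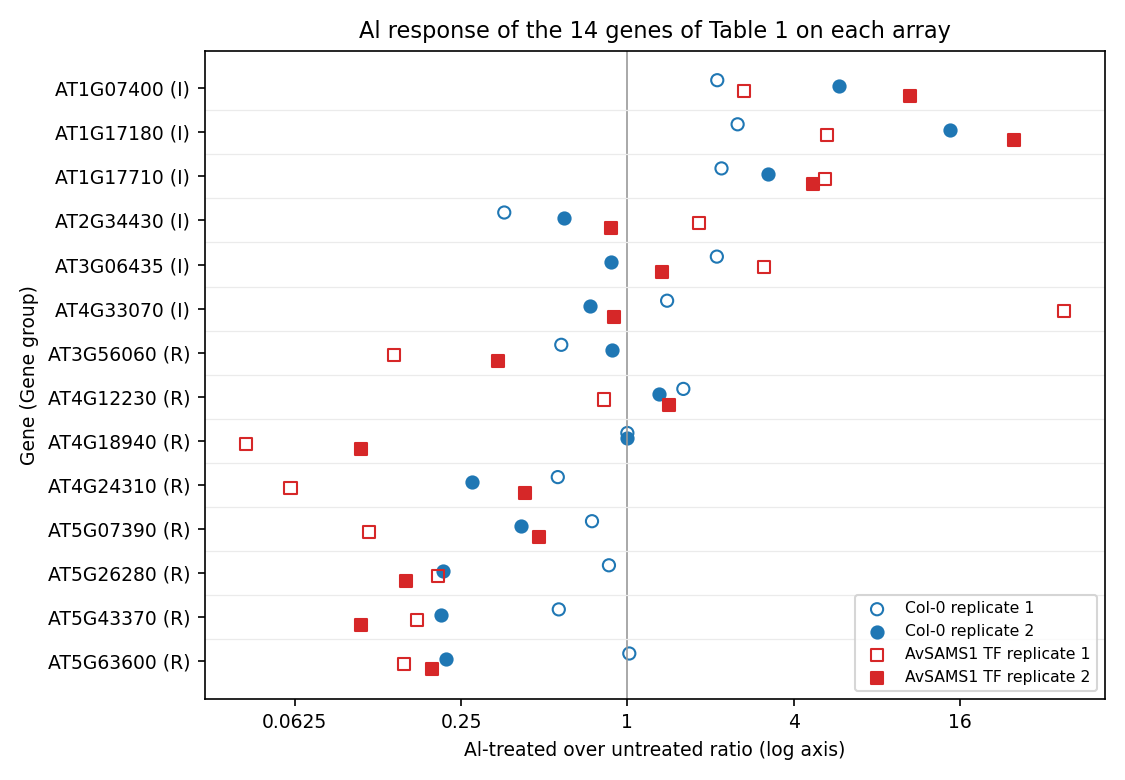
Relative fold (Al-treated over untreated, log axis) of the 14 genes of Table 1 on each array, at 1 probe per gene, with Col-0 as circles and *AvSAMS1* TF as squares, and replicate 1 open and replicate 2 filled. At4g33070 shows the widest gap between arrays of 1 line, 38.1 against 0.896 in *AvSAMS1* TF, and the Col-0 ratio of 1 of At4g18940 stands for a probe not well above background in either channel.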

As a primary result of epigenetic gene-regulation, DNA methylation generally occurs in CG, CHG, or CHH sites in plant genomic DNA (H stands for A, C, or T). Approximately half of the tested regions showed non-methylation in all such C sites and no change in methylation status by Al treatment in either Col-0 or *AvSAMS1* TF plant. One representative result of the complete non-methylated status observed in At1g17180 (Glutathione transferase belonging to the tau class; Gene group I) is shown in Supplement Figure 4.

**Table 1:** **List of genes used for DNA methylation status analysis**.

**Gene**	**Biological function**	**Al response in Col-0^a^**	**Al response in TF^b^**	**Response type (Gene group)^c^**	**Methylation status^d^**	**Sequencing region (nt)**
Atlg07400	Class I Heat shock protein (HSP20)	3.52^*^	5.28^*^	I	non-ME	–187 ~+213
Atlgl7180	Glutathione transferase belonging to the tau class	6.08^*^	11.53^*^	I	non-ME	–180 ~+130
Atlgl7710	Pyridoxal phosphate phosphatase-related protein	2.66^*^	4.95^*^	I	ME	–278 ~+164
At2g34430	Photosystem 11 type I chlorophyll a/b-binding protein	0.46^*^	1.26^*^	I	ME	–160 ~+40
At3g06435	Uncharacterized protein	1.35	2.05^*^	I	non-ME	–388 ~+77
At3g56060	Glucose-methanol-choline (GMC) oxidoreductase family protein	0.71	0.22^*^	R	ME	–263 ~+209
At4gl2230	alpha/beta-Hydrolases superfamily protein	0.50	0.18^*^	R	ME	+123 ~+407
At4gl8940	RNA ligase/cyclic nucleotide phosphodiesterase family protein	1.08	0.07^*^	R	ME	+57 ~+452
At4g24310	Uncharacterized protein	0.39^*^	0.16^*^	R	ME	–172 ~+82
At4g33070	Pyruvate decarboxylase	1.01^*^	5.84^*^	I	non-ME	+1 ~+120
At5g07390(site 1)	Respiratory burst oxidase homolog A (RBOHA)	0.56	0.23^*^	R	non-ME	–263 ~+137
At5g07390(site2)					ME	+233 ~+593
At5g26280	TRAF-like family protein	0.39	0.15^*^	R	non-ME	–276 ~+109
At5g43370(site 1)	Phosphate transporter Phtl;2	0.35^*^	0.14^*^	R	ME	–228 ~ –43
At5g43370(site2)					non-ME	+296 ~+456
At5g63600	A protein similar to flavonol synthase	0.51	0.29^*^	R	non-ME	+736 ~+866

a Values indicated means of the two relative holds of each gene-expression in Col-0 ecotype under +A1 condition to −Al condition in the two microarray analyses.

b Values indicated means of the two relative holds of each gene-expression in the AvSAMSl TF line under +A1 condition to −Al condition in the two microarray analyses.

c I, Gene group I; R, Gene group R.

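In Gene group I, the ratio of At1g17710 was 2.71 ± 0.739 (SD, n = 2) in Col-0 and 4.96 ± 0.352 (SD, n = 2) in *AvSAMS1* TF, a difference of 0.89 on the log2 scale with a limma standard error of 0.41. Its *AvSAMS1* TF arrays, at 5.21 and 4.71, were both above the Col-0 arrays, at 2.19 and 3.24. For At1g17180 the ratio was 8.62 ± 8.64 in Col-0 (geometric mean 6.08) and 15.2 ± 14.1 in *AvSAMS1* TF (geometric mean 11.5), with 2.51 and 14.7 on the Col-0 arrays and 5.27 and 25.2 on the *AvSAMS1* TF arrays. The ratio was higher in *AvSAMS1* TF within each replicate number, and the 2 experiments differed more than the 2 lines. At1g07400 showed the same order, with 2.12 and 5.84 in Col-0 and 2.65 and 10.5 in *AvSAMS1* TF. At3g06435 had ratios of 2.11 and 0.869 in Col-0 and 3.14 and 1.34 in *AvSAMS1* TF. In At4g33070 the arithmetic mean of 19.5 ± 26.3 (SD, n = 2) in *AvSAMS1* TF came from 38.1 on replicate 1, with a geometric mean of 5.84, against 1.06 ± 0.468 in Col-0 (geometric mean 1.01). Within replicate 1 it was 38.1 against 1.39 in Col-0, and within replicate 2 it was 0.896 against 0.732.

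At2g34430 has 4 probes. At the probe with the highest signal the ratio was 0.474 ± 0.164 (SD, n = 2) in Col-0 and 1.34 ± 0.664 (SD, n = 2) in *AvSAMS1* TF, with 1.81 and 0.875 on the *AvSAMS1* TF arrays. At all 4 probes both *AvSAMS1* TF ratios were above both Col-0 ratios. At the other 3 probes the mean log2 ratio of *AvSAMS1* TF was below 0, at −0.14, −1.35 and −1.55, with −2.67, −3.76 and −3.58 in Col-0. At the latter 2 of these 3 probes, Al-treated Col-0 was well above background on 1 array only. Their Col-0 means, and the p-values that use them, rest in part on a signal near background. The limma unadjusted p of the difference between the lines was 0.0152, 0.0105 and 0.00845 at these 3 probes. It was 0.0635 at the probe with the highest signal, and the adjusted p was 0.999 at all 4.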

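In Gene group R, both *AvSAMS1* TF ratios were below both Col-0 ratios for At3g56060, At5g26280, At5g43370 and At5g63600. The ratio of At3g56060 was 0.730 ± 0.217 (SD, n = 2) in Col-0 and 0.241 ± 0.139 (SD, n = 2) in *AvSAMS1* TF, and that of At5g43370 was 0.388 ± 0.250 and 0.141 ± 0.0463. For At5g26280 the Col-0 arrays gave 0.858 and 0.215, and the *AvSAMS1* TF arrays 0.206 and 0.157. For At5g63600 they gave 1.02 and 0.220 in Col-0 and 0.156 and 0.197 in *AvSAMS1* TF. In these 2 genes replicate 2 of Col-0 lay close to *AvSAMS1* TF. At4g18940 was not well above background in either channel on both Col-0 arrays, so its Al response in Col-0 was not measured. Its ratio in *AvSAMS1* TF was 0.0750 ± 0.0475 (SD, n = 2).

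At4g24310 had ratios of 0.560 and 0.274 in Col-0 and of 0.0603 and 0.425 in *AvSAMS1* TF, and At5g07390 of 0.745 and 0.413 in Col-0 and of 0.116 and 0.477 in *AvSAMS1* TF. In both genes, at these probes, replicate 2 was less repressed in *AvSAMS1* TF than in Col-0. Of the 2 other probes of At5g07390, the 1 well above background gave 0.998 and 0.408 in Col-0 and 0.148 and 0.384 in *AvSAMS1* TF, where both *AvSAMS1* TF ratios were below both Col-0 ratios. The single probe of At4g12230 gave 1.45 ± 0.210 (SD, n = 2) in Col-0 and 1.12 ± 0.416 (SD, n = 2) in *AvSAMS1* TF, with 0.825 and 1.41 on the *AvSAMS1* TF arrays.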

d non-ME, no-methyktion status was Al independently kept in both lines; ME, methylation status was altered in either the tested lines under Al stress.

* P-value of LogRatio (+AI/−AI) was less than 0.05.

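The P-value of LogRatio is given by Feature Extraction for each array and takes no difference between the replicates into account. It was read for 13 of the 14 genes, at the probe of the gene whose geometric mean ratios in the deposited series table were within 0.01 of those of Table 1. Of the 26 values, 18 of those with an asterisk had P under 0.05 on both arrays of the line and 2 had it on 1 array, which were At2g34430 and At4g33070 in *AvSAMS1* TF, with P of 0.347 and 0.480 on replicate 2. Of the values without an asterisk, 5 had P under 0.05 on 1 array and 1 on 0 arrays, which was At4g18940 in Col-0, not well above background there. These P-values compare the 2 labelled RNAs of 1 array and not the lines.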

The remainder of the tested genes showed alterations of their methylation status under Al stress in either or both of the two lines. In case of At2g34430 (Photosystem II type I chlorophyll a/b-binding protein) belonging to Gene group I, there were 43 of C sites in the −85 to +38 nt region of the original DNA sequence (Figure 4A). The raw data of DNA sequencing are shown in Figure 4B. The effect of Al stress on Col-0 can be seen in the comparison of the top two electropherograms. The total number of single “T” peaks (shown by black dots in Figure 4B) indicating non-methylated C (which were completely converted to T by the bisulphite treatment) in Col-0 was increased from 15 to 20 by the Al treatment, indicating that there was an overall demethylation across the region. However, the situation was more complex, since some unmethylated sites also became partly methylated under Al stress, and one site (marked by the blue dot) switched from fully methylated to completely unmethylated. If we consider only the double peaks consisting of “T” and “C” in the same position in Col-0 line (shown by red dots in Figure 4B, representing a mixture of non-methylated C and methylated C), the ratios of the methylated to non-methylated C's under the +Al stress condition were clearly higher than the ratios at the same sites under −Al condition. This result suggested that increased methylation was occurring in these double-peak sites by Al stress. Taken together the results suggested that Al stress induced an intricate pattern of changes involving both demethylation and methylation, at C residues in the upstream region of At2g34430 in Col-0. Meanwhile, in the *AvSAMS1* TF line, 22 of the original C sites in the same region (shown by red dots) were altered to mixtures of methylated C and non-methylated C under −Al condition in the *AvSAMS1* TF line like those in Col-0 line (Figure 4B). However, under +Al condition, all of these double peaks except one were changed to T single peaks (shown by black dots), suggesting that most of the methylated C in these C sites were completely demethylated during Al stress in the TF line. These results show a dramatic difference in methylation status has been induced in the TF line. In case of At4g12230 (alpha/beta-Hydrolases superfamily protein) belonging to Gene group R, a clear difference of DNA methylation status between the two lines was also observed in the gene-body region far away from the start codon (195–247 nt from ATG site) (Supplement Figure 5). Eighteen of C sites in the original DNA sequence were mixture of methylated and non-methylated C (shown by red dots) under –Al conditions in the Col-0 line, most of which were changed to the methylated form (shown by blue dots) under +Al stress. In contrast, most of these C sites were non-methylated status under both –Al and +Al stress in the *AvSAMS1* TF line (shown by black bots). This result also indicated that the alterations occurred not only in the promoter region, but also in various positions of the coding region.

**Figure 4:**
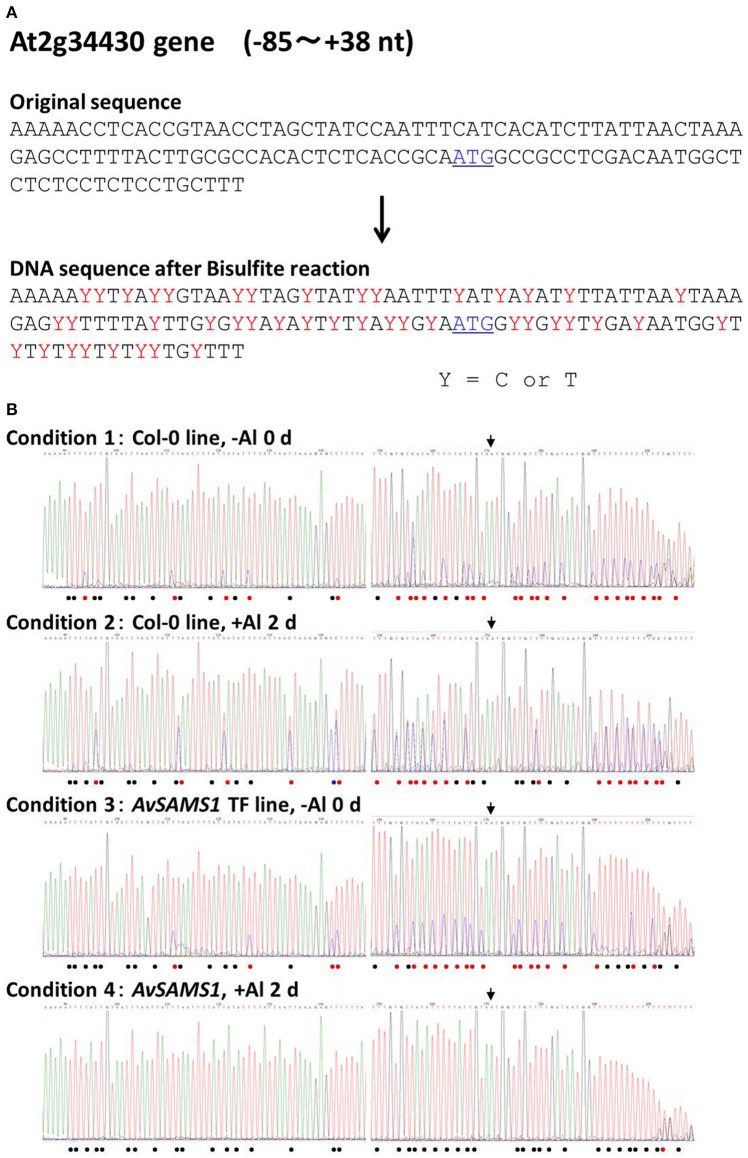
**Alteration of Al stress dependent DNA methylation status caused in the Al response gene, At2g34430. (A)** Comparison of the original DNA sequence and the deduced DNA sequence of At2g34430 after a bisulphite treatment. Y with red color in the latter sequence represents a mixture of C and T in the sequence, indicating both methylated C (retained as C after bisulphite treatment) and non-methylated C (converted to T by bisulphite treatment). The start codon, ATG, is shown by blue color and with underline. **(B)** Raw data of DNA sequence patterns of the four templates (Condition 1-4). Template DNAs (genomic DNA) were extracted from the untreated plants (0 days) (Condition 1 and 3) or from the Al treated plants (300 μM Al treatment for 2 days) (condition 2 and 4). Condition 1 and 2, Col-0 ecotype; Condition 3 and 4, the *AvSAMS1* TF line. Symbols shown in the bottom of each sequence pattern represented methylation status at C sites. •, Mixture of methylated C and non-methylated C; •, non-methylated C only; •, methylated C only. The limit for defining mixtures was taken as a ratio of >0.1 up to <0.9. Start codon, ATG, is shown by the arrow.

### Methylation in histone H3 under Al stress

The relationship between histone 3 (H3) methylation and regulation of gene-expression has been well studied and DNA regions that strongly interact with H3K4me3 or H3K9me3 are generally induced or repressed in their gene-expression levels, respectively (see review, Henderson and Jacobsen, 2007). Is there also a similar relationship in the strength of interaction between genome DNA and methylated histones (H3K4me3 and H3K9me3) under Al treatment? Furthermore, are there any Al-stress-dependent differences in the DNA/methylated histone interaction between Col-0 and the *AvSAMS1* TF line? To address these questions, two types of nucleosome including H3K4me3 or H3K9me3 were individually prepared and precipitated by ChIP method from both Al treated and non-treated plants (Al-treated Col-0, untreated Col-0, Al-treated *AvSAMS*1 TF and untreated *AvSAMS1* TF). Since only DNA fragments specifically bound to these two types of nucleosome are preferentially recovered in this method, alteration of histone methylation status under Al stress can be investigated by the determination of the recovered DNA contents. Fifteen and thirteen genes were selected from “Gene group I” and “Gene group R”, respectively (totally 28 genes, Supplement Table 1) and the contents of the recovered individual DNA fragment was determined by qRT-PCR. Representative results of six genes were shown in Figure 5. Among the tested Al induced genes, At1g24200 (Paired amphipathic helix repeat-containing protein), At1g5777 (Uncharacterized protein) and At4g10510 (Subtilase family protein) were confirmed their higher expressions in the TF than in Col-0 under Al stress (Figure 5A). Compared with -Al condition, one or two of the tested regions of these genes were enriched in the ChIP treated fraction including H3K4me3 under +Al condition (“Al-treated Col-0 vs. untreated Col-0” and “Al-treated *AvSAMS*1 TF vs. untreated *AvSAMS1* TF”), indicating that a part of promoter region was enriched by an interaction with H3K4me3 under Al stress (Figure 5B). Moreover, a higher enrichment of these fragments in the recovered nucleosome fraction was observed in the TF than in Col-0. The members of Al repressed genes, At1G33910 (Putative avirulence-responsive protein), At2G30670 (Tropine dehydrogenase) and AT3G20360 (TRAF-like family protein), were also confirmed their repressed expression patterns by qRT-PCR (Figure 5C). qRT-PCR analysis of these three genes indicated that the either of the three fragments in the promoter region of each gene were enriched by an interaction with the repress type nucleosome including H3K9me3. Moreover, a higher enrichment of DNA fragment was observed in the Al-treated *AvSAMS1* TF line than in the Al-treated Col-0 line (Figure 5D).

**Figure 5:**
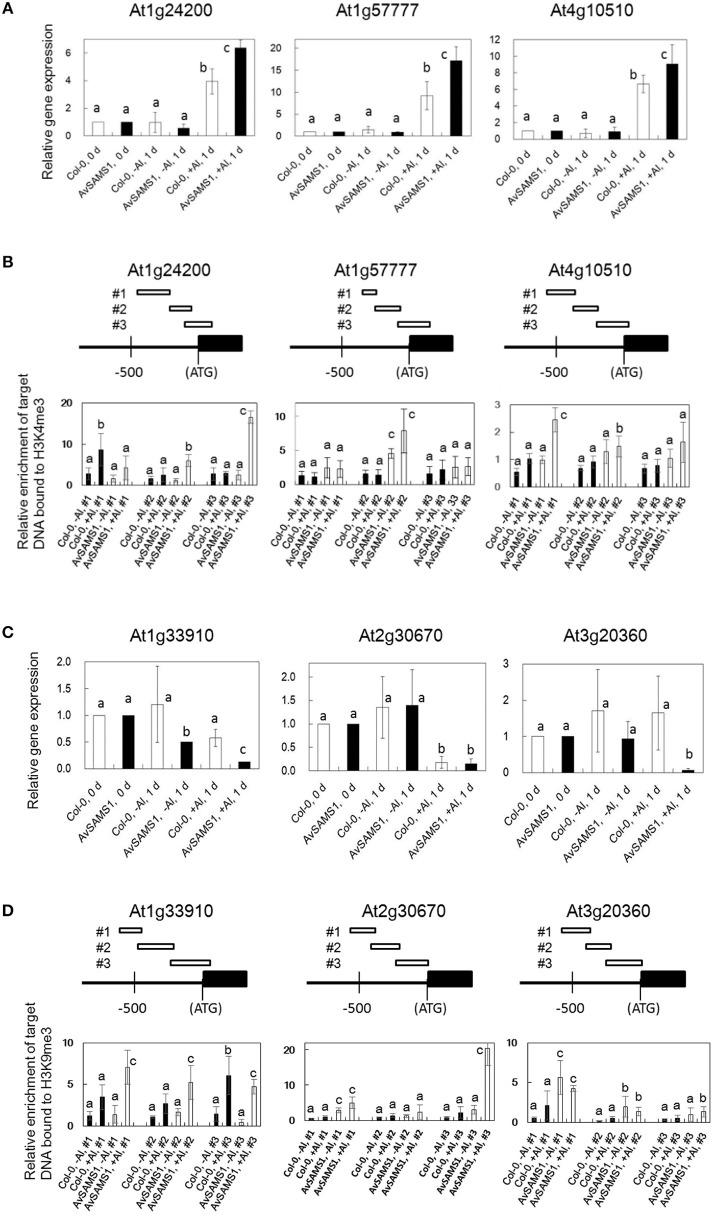
**Alteration of the enrichment of the DNA fragments bound to methylated Histone H3 (H3K4me3 or H3K9me3) under Al stress. (A,B)** Results of Al-induced genes selected from Gene group I. **(C,D)** Results of Al-repressed genes selected from Gene group R. **(A,C)** Relative expression of each gene under Al stress (0 μM Al for 0 and 1 days, and 300 μM Al for 1 days). Values were normalized to the expression of the *AtAct1* gene and are shown as relative fold expression compared to that seen in Col-0 or *AvSAMS1* TF at 0 days for each condition (set to 1). **(B,D)** Relative enrichment of recovered target-DNAs (three target sites in each tested gene, #1, 2 and 3) in the tri-methylated H3 fractions. DNA/Histone complex including H3K4me3 or H3K9me3 were extracted and prepared from Al treated (300 μM Al treatment for 1 days) or untreated (0 days) plants of Col-0 or from those of the *AvSAMS1* TF. DNA content in each DNA/histone complex was determined by qRT-PCR and then normalized with the *AtAct1* gene content bound to either H3K4me3 or H3K9me3. All qRT-PCR were replicated three times for each sample from three independent ChIP experiments. Error bars indicated SD. Different letters above the bars indicate significant differences among the four values in each DNA fragment (*p* < 0.05).

## Discussion

To understand the high Al tolerance phenotype of *A. virginicus* L., a direct screening of Al tolerant genes was performed in this study. One of the isolated clones, *AvSAMS1*, was inducible by Al stress and could confer Al tolerance to *A. thaliana*. Since this gene could also confer tolerance phenotypes for Cu, Zn, Pb, and DM, it was suggested to be a multiple tolerance gene for these abiotic stresses. Guo et al. (2014) reported that plant *SAMS* genes are induced by various environmental stresses, such as cold stress, salt stress, Cd stress and so on and suggested that some of them are related to tolerance mechanisms. Rice and tomato *SAMS* genes were also induced by Al stress, but it was not clear whether they were actually related to Al tolerance mechanisms (Yang et al., 2007; Zhou et al., 2009). Recently, Kim et al. (2015) reported that expression of a potato *SAMS* gene (*SbSAMS*) in *A. thaliana* TF plant could confer tolerance to salt stress and drought, and concluded that SAM was produced as a broad-spectrum signal molecule to upregulate stress-related genes. Our results are fully consistent with all of these results, and moreover suggest a relationship of SAM as a methyl-residue donor and SAMS as a regulator affecting the epigenetic regulation of Al stress.

This is the first report that the Al-stress-induced *SAMS* gene derived from *A. virginicus* L. (*AvSAMS1*) can confer tolerance to Al toxicity. It is also interesting that the *AvSAMS1* gene shows a multiple-response in *A. virginicus* L. and a multiple-tolerance to heavy metal stresses and DM-derived oxidative stress in *A. thaliana*. The *AvSAMS1* gene may have a similar tolerance function for all of these stresses. It was originally screened and isolated in yeast as an Al tolerant gene, even though it did not carry approximately 200 bp of its N-terminal region which is well conserved across different species. It has been suggested that this region interacts with its methionine substrate, but the precise binding site was still unclear (Garrido et al., 2011). It is presumed that the partial AL3A-4 subclone when over-expressed in yeast retained at least part of its activity. “Tolerance spectrum” depends on “stress response” in individual organisms, but “response to stress” and “tolerance to stress” is not same each other. For example, the *AvSAMS1* gene is responsible for Al, Cu and DM in *A. virginicus* L. as described in Result (please see Figures 2A,B), but we do not know whether the gene can confer tolerance to individual abiotic stresses in this plant. What is the explanation for the different tolerance to different abiotic stress among yeast, *A. virginicus* L. and *A. thaliana* in this study? A possible explanation for the difference in the tolerance spectrum (especially between *A. thaliana* and yeast in this study) may be that we used different promoters (the *GAL1* prompter for yeast and CaMV 35S promoter for *A. thaliana*) to express the *AvSAMS1* gene in these two organisms. These promoters are furthermore different from the domestic *AvSAMS1* promoter in *A. virginicus* L. The expression-pattern of the *AvSAMS1* gene in *A. virginicus* L. were shown in Figures 2A,B. While, we did not determine the expression level of *AvSAMS1* gene in the *A. thaliana* TFs under various stress conditions, because the gene-expression was expected to be regulated by a constitutively and strongly expressing promoter, CaMV 35S promoter. The expressing level of this gene in yeast TF was also kept high, because galactose was added to the medium and agar plates (as an inducer) to induce the gene-expression during the stress sensitivity tests. It is therefore easily suggested that there are differences in both expression-level and expression-pattern under various stress conditions among yeast, *A. thaliana* and *A. virginicus* L. in our study. These differences in gene-expression of the *AvSAMS1* may effect on the differences in the tolerance spectrum of these three organisms, even though we used the same full length *AvSAMS1* gene. Alternative simple explanation may be that the SAMS dependent epigenetic gene-regulation probably has specificity in its contribution to abiotic stress-tolerance. We think that the epigenetic regulation can effect on some of the abiotic stresses with a degree of difference, but completely not on other stresses. This specificity must be different among organisms and causes a difference in tolerance spectrum in each organism. Tolerance spectrum can be said an important point of view to characterize the biological functions of the *AvSAMS1* gene in the epigenetic gene-regulation under abiotic stress and we would like to address this theme as a future work.

We hypothesized that there was a difference in the SAM contents between the two lines due to an introduction of the *AvSAMS1* gene and that the different SAM contents lead a difference in methylation status of genome DNA and/or histones under Al stress. Genome-wide gene-regulation via the deduced epigenetic regulation therefore might be preferentially enhanced in the *AvSAMS1* TF than Col-0 under Al stress. To confirm our speculation, we performed two experiments. Result of DNA sequencing after bisulphite treatment demonstrated that some genes (e.g., At2g34430 and At4g12230) showed a clear change of DNA methylation status in response to Al stress, and moreover that Col-0 and the *AvSAMS1* TF line individually showed significant differences in their DNA methylation status during Al stress. It was concluded that an epigenetic regulation exists in *A. thaliana* during Al stress and that the *AvSAMS1* gene was able to confer differences in DNA methylation status. It has been well known that DNA methylation causes a down regulation of gene-expression, because a stereo-hindrance inhibits the binding of various transcription factors and RNA polymerase to the methylated DNA region. In this study, some promotion of DNA methylation under Al stress was observed in several Al-induced genes which were the members of in the Gene group I. However, methylation and de-methylation occurred simultaneously and intricately in a narrow area in At2g34430 as well as other tested genes, in both plant lines. In these cases, DNA methylation and demethylation occurred individually in each C site, but not evenly as an area. Recently, it has been reported that DNA methylation occurs in both promoter and gene-body and these methylations individually have different effects on the gene-expression. DNA methylation in promoter regions usually represses gene-expression. However, in the case of the gene-body, a mild methylation promoted gene-expression, but extremely low or high DNA methylations caused a lower gene expression (Suzuki and Bird, 2008; Takuno and Gaut, 2012). In this study, different DNA methylation status in the gene-body was also detected in At4g12230 and caused a difference in Al response between Col-0 and the *AvSAMS1* TF, suggesting a consistence with their reports.

Approximately half of the tested genes in each Gene group showed a non-methylation in all C sites and no change in methylation status by Al treatment in both plants (Table 1, non-ME). Since all of these genes also showed higher or lower expressions by Al stress in the *AvSAMS1* TF than in Col-0, it seemed that these genes did not follow the deduced *AvSAMS1*-dependent epigenetic gene-regulation and that these results were not consistent with our hypothesis. However, it may be that epigenetic control of these genes occurred indirectly, for example via controlled by other transcription factors that are regulated by methylation. 

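Of the 14 genes of Table 1, 6 have only regions without methylation and 2 have 1 such region beside 1 with altered methylation. The mean ratio was further in the direction of the gene's group in *AvSAMS1* TF than in Col-0 for all 8. Both *AvSAMS1* TF arrays were beyond both Col-0 arrays for 3 of these 8 genes (At5g26280, At5g43370 and At5g63600), against 3 of the 5 genes with altered methylation alone that were measured in both lines. Within both replicate numbers *AvSAMS1* TF was further in that direction for 7 of the 8, against 3 of the 5. At 1 probe per gene, the lowest unadjusted p of the difference between the lines among the 8 was 0.112 with limma.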

An alternative explanation may be that other *AvSAMS1*-dependent methylation systems, such as histone methylation, regulates the expression of these genes under Al stress in the *AvSAMS1* TF line. There may also be additional stress-induced mechanisms controlling gene-expression, so that a combination of the gene-regulation systems decides the final expression level of individual gene under Al stress.

Histone methylation is also very important in epigenetic regulation and has been reported to be related to both gene-induction and gene-repression by the various methylations in the four histone proteins (H2A, H2B, H3, and H4). In this study, we focused on the tri-methylation in H3K4 and H3K9 and investigated the methylation status of these histones under Al stress. We estimated the relative abundance of DNA fragments recovered after ChIP that were specifically bound to nucleosomes carrying either H3K4me3 or H3K9me3, but not to the nucleosome carrying non-methylated H3K4 or H3K9. The alteration of the recovered target DNAs by Al stress indicates the alteration of methylation status of H3K4 and H3K9 by Al stress. This method allows precise investigation of the histone methylation status in individual genes. In this study, the promoter regions of 28 genes selected from Gene group I or R were tested and approximately 30% of them showed both an alteration of enrichment of the DNA contents in the recovered tri-methylated histone complex by Al stress, and a clear difference in the DNA enrichment in the *AvSAMS1* TF line (Figures 5B,D). These results indicated that an alteration of H3 methylation status (in H3K4 or H3K9) occurred by Al stress in *A. thaliana*. Moreover, the two types of H3 methylation preferentially occurred in the *AvSAMS1* TF, suggesting an *AvSAMS1* dependency in the methylation under Al stress. Although approximately 70% of the tested genes showed no changes in tri-methylation of H3K4 or H3K9, epigenetic modifications other than methylation and modifications to the other histone proteins have not been investigated yet. Total methylation status in H3K4, H3K9, or H3K27 under Al stress also should be investigated by western blotting analysis as a future work.

In this study, differentially induced or repressed genes between Col-0 and the *AvSAMS1* TF were selected from Gene group I or R. These two groups were classified from the microarray data and used for further analyses, but the array experiments with the two biological replicates might increase the rate of both false positives and false negatives and might not to be enough to obtain reproducible data for the selection. 

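What limma could recover at the spread of these 4 arrays was tested on simulated ratios of 34738 probes, in which 200 probes were changed. The noise was drawn independently for each array, and the SD observed for each probe between arrays of a line was taken as its true SD. This SD holds the gap between the 2 *AvSAMS1* TF arrays, and the correlation by replicate number was left out. The counts are therefore no measure of 2 arrays per line in general. For a difference between the lines, limma recovered 0 of the 200 at a log2 change of 2 and 0 at a log2 change of 4, and 114 at a log2 change of 8, with 2 false calls. When the spread was reduced to 0.1 of that observed, 185 of 200 were recovered at a log2 change of 2, with 5 false calls. On the real arrays limma's prior estimate of the SD between arrays of a line was 0.497 on the log2 scale, and the correlation of the deviations of the arrays with the same replicate number was 0.43 across probes.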

In this study, we found that the Al dependent alteration of methylation status in DNA and histone are actually occurred in some genes, but not all genes. Moreover, the methylation especially in DNA was very complex and the alterations seemed not to simply follow whether the target gene was Al induced type or repressed type. To understand the relation between the *AvSAMS1* dependent epigenetic regulation and gene-response under Al stress more clearly, integrated analyses in the two lines for alteration of methylation status and for gene expression by microarray must be necessary. Future study will help us to understand how Al stress regulates gene-expressions by epigenetic modification.

## Author contributions

BE, AH, NN, and TN performed the experiments. BE and TN analyzed the data. BE planned the project and wrote the article.

## Funding

This work received financial support from the Ministry of Education, Culture, Sports, Science and Technology (Grant-in-Aid for Scientific Research (C)(2) no. 2358092 and no. 15K07339 to BE), The Yakumo Foundation for Environmental Science (to BE), Wesco Scientific Promotion Foundation (to BE), Ryobi Teien Memory Foundation (to BE) and Ohara Foundation for Agriculture Sciences (to BE).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ChIP: Chromatin immuno-precipitation
DM: diamide
H3K4me3: tri-methylated H3 in the 4th Lys residue
H3K9me3: tri-methylated H3 in the 9th Lys residue
qRT-PCR: quantitative real time PCR
RACE: rapid amplification of cDNA ends
SAM: S-adenosyl methionine
SAMS: S-adenosyl methionine synthetase
TF: transformant.

How the deposited data were processed for this re-analysis (not part of the article)

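The microarray experiment of the paper was re-analysed from its 4 Agilent 2-colour arrays. On each array, Al-treated plants of 1 line (Cy5) were hybridised against untreated plants of the same line (Cy3), with 2 arrays of Col-0 and 2 of the *AvSAMS1* TF line. The line on the arrays was TF6. Samples were assigned to line, dye and replicate from the array list in the paper's methods, with which the sample labels were checked. The dyes were not exchanged on any array. The arrays of replicate 2 of both lines were on 1 slide, and those of replicate 1 on a slide each. The bisulphite, ChIP, qRT-PCR and growth experiments of the paper were not analysed here.

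The deposited scanner files hold, for each spot, the log10 ratio of Cy5 over Cy3, which the authors obtained with Agilent Feature Extraction after background subtraction, spatial detrending and linear and lowess dye correction within the array. Where both channels were at the lowest value the software allows, the deposited log10 ratio is 0. The p-value deposited beside each ratio comes from the error model of Feature Extraction for 1 array and holds no spread between replicates. The deposited intensity values are the processed signals of each channel and the median pixel of the spot and of its local background, the latter without correction by the authors. The deposited series table holds log2 ratios, which the authors made with GeneSpring from the same processed signals. It was found to equal the log2 ratio of the mean processed signals of each probe, and it was used as an alternative.

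From these files, log10 ratios were changed to log2, control spots and spots marked as outliers in either channel (between 10 and 23 per array) were left out, and spots of 1 probe were averaged, which gave 43603 probes. Of these, 34447 probes were paired to 25455 loci through the probe annotation in the files. Gene symbols were taken from the TAIR10.1 gene table. Probes had to be well above background in at least 1 channel on at least 2 arrays, which left 34738 probes of 21210 loci. The number of arrays limits the precision. Where a gene has several probes, the probe with the highest mean signal was used.

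The Al response in each line and the difference between the lines were tested with limma (lmFit and eBayes) on the log2 ratios of all 4 arrays, with 1 coefficient per line, 2 residual degrees of freedom and Benjamini-Hochberg adjustment at an adjusted p of 0.05. Gene group I and Gene group R were rebuilt by the paper's size rule, together with a Feature Extraction P-value of LogRatio under 0.05 on both arrays of the line, and without a test across replicates. Untreated *AvSAMS1* TF was set against untreated Col-0, a comparison that the paper does not make, on the log2 values of the Cy3 channel after normexp background correction (offset of 50), loess within arrays and Aquantile between arrays. In addition, 5 lists of loci were tested with fry, a rotation test of gene sets in limma, for the 3 contrasts (15 tests). They were a canonical Al list, a SAM cycle list, a DNA and histone methylation list, a hypoxia list and a clock list. A root list of 23 loci and a leaf photosynthesis list of 25 loci were composed later, after the genes with the largest changes on *AvSAMS1* TF replicate 1 had been seen. The limma steps were tested on simulated data, first with log2 changes of 2 and 4, where 0 of 200 changed probes were recovered, and then with a log2 change of 8 and with 0.1 of the spread.

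The replicate numbers mark 2 experiments in the labels. Across probes, the deviations of the arrays with the same number from the mean of their line had a correlation of 0.43 over the 2 pairs, and the fit with the replicate number as a block was run as an alternative.

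The genes named in the text are the 14 genes of Table 1, the 6 genes of Figure 5, the internal control At2g37620, list members past the threshold, and for each line and for the difference the 3 genes with the largest mean increase and the 3 with the largest mean decrease among probes well above background in both channels on all arrays and changed the same way on both arrays. Other genes are named with the remark that they were chosen after their values were seen. The limma and fry tests, the filter, the 5 lists tested with fry, the rule for named genes, and all alternatives except 1, were set before the data were examined. The root and leaf photosynthesis lists, the later settings of the simulation, the minimum signal of probes seen in 1 line only and the tests of explanations except 1 were chosen afterwards.

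The alternatives were normexp with loess or with median centring in place of the Feature Extraction ratio, the series table and no filter. A strict filter kept probes well above background in both channels on every array. Others were the replicate number as a block, an intensity trend in eBayes, each line alone and a t-test without the methods' F-test. The geometric mean of the 2 ratios, other uses of the P-value of LogRatio and other rules for a difference between the lines were run too. So were the mean over all probes of a gene, camera in place of fry, other corrections of the Cy3 channel, and leaving out each array in turn. The alternatives that were planned on the mean signal of a spot used its median signal, since the files analysed hold the latter. The alternative added later is the geometric mean of the ratios in the series table at the probe of each gene nearest the paper's values.

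The software was Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.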

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

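All tests of explanations in this part were chosen only after the result was seen, except the test of bright probes on *AvSAMS1* TF replicate 1.

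The log ratios of *AvSAMS1* TF replicate 1 stood apart from those of the other arrays. Its mean correlation with the other 3 arrays was −0.18 across probes, against 0.34, 0.32 and 0.34 for Col-0 replicate 1, Col-0 replicate 2 and *AvSAMS1* TF replicate 2. The gap to the nearest array was 0.971 of the range of the 4 arrays, above Dixon's critical value for 4 samples at the 95% level. That level assumes independent values, and the 4 means share their pairs of arrays, so it gives no chance rate here. An exchange of the 2 labelled RNAs on this array would turn nearly all ratios around. Of the 279 probes that decreased more than 2-fold on the other 3 arrays, 51.3% also decreased on this one, and of the 467 that increased, 22.7% also increased. For a comparison on the same probes, those moved more than 2-fold on 2 of the other arrays were read on the third and on this one. Of the decreases, between 37.3% and 54.9% also decreased on this array, where the third array, if exchanged, would give between 1.17% and 17.9%, which argues against an exchange as the whole cause for these probes. Of the increases, between 16.0% and 26.5% also increased, where it would give between 0.731% and 14.6%. On 1 of the 3 pairs the increases differ little, at 16.0% against 14.6%, so that this pair decides nothing. An exchange would act on every probe of the array at once, so it cannot hold for the increases alone. The correlations of the signals go both ways. The untreated RNA of this array was nearer to the Al-treated than to the untreated RNA of *AvSAMS1* TF replicate 2 (0.915 against 0.888) and of Col-0 replicate 2 (0.872 against 0.838), but nearer to the untreated RNA of Col-0 replicate 1 (0.911 against 0.898). Its Al-treated RNA was nearer to the untreated than to the Al-treated RNA of *AvSAMS1* TF replicate 2 (0.943 against 0.937) and of Col-0 replicates 2 (0.912 against 0.906) and 1 (0.934 against 0.928). Sampling of the untreated plants at day 0, which the labels give for replicate 1 of both lines, would make Col-0 replicate 1 resemble this array. Their correlation was 0.0815, against 0.83 between the arrays of replicate 2. Noise of dim probes would leave the bright ones alike, but in the brightest of 4 equal groups of probes the 2 *AvSAMS1* TF arrays had a correlation of −0.32, against 0.62 for the 2 Col-0 arrays. These values argue against both as the whole cause. A different share of root in the 2 RNAs would move root genes one way, and 7 loci of the root list were more than 2-fold lower on this array and 5 more than 2-fold higher. On the leaf photosynthesis list all 25 loci were higher on this array, with a median log2 ratio of 0.65, against 0 of 25 on Col-0 replicate 1, with −1.56. Both lists were composed after the top genes of this array had been seen, so they decide nothing about it, and the labels name both whole plants and shoots, so that another share of organs stays open. The quality summary of Feature Extraction marked both arrays of replicate 1 for evaluation, and both of replicate 2 as in range, so the mark does not separate this array from Col-0 replicate 1. A wrong line label on this array would make the probes seen in 1 line only, given below, go with another pairing of the arrays, but 105 of them go with the labels and 0 with the crossed pairing, which argues against it. Plants in another state on this 1 array, and a response of the line that appeared in 1 experiment only, stay open and were not tested.

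A signal well above background in 1 line only was seen for 105 probes, of which 88 were seen only in *AvSAMS1* TF and 17 only in Col-0. They were well above background in both channels on both arrays of 1 line, with a log2 signal above 8 in each, and in neither channel on either array of the other. The paper does not report on them. The minimum of 8 was chosen after 8, 9 and 10 had been tried. At 9 the numbers were 57 and 11, at 10 they were 38 and 9, and with no minimum 213 and 87. A batch of arrays or chance would split the arrays by other pairings as well. Split by replicate number, 2 probes were seen on 1 side only, and 0 when the pairing was crossed, although with no minimum 1237 probes were seen in replicate 2 only. An effect of the inserted transgene on its surroundings would place the loci together, but the 54 loci seen only in *AvSAMS1* TF lie on all 5 chromosomes, and 6 of them have another within 5 genes. What stays open is a different genomic sequence of the plants, or different expression of the same genes. Probes follow a reference sequence, so that a line with another sequence loses signal on its side alone, and the 88 probes against 17 are consistent with that as a hypothesis. It would mean that the plants labelled Col-0 on these arrays lack more of the probe sequences than the TF plants, whereas the paper gives Col-0 as the parent of the TF line. Different expression would show at other probes of the same loci. The 36 other probes of the loci seen only in *AvSAMS1* TF had a median log2 difference of 1.72 between the lines, against 4.59 at the probes seen in 1 line, and 16 of them were within 2-fold, so that the explanations cannot be told apart for these loci. The probes of the genes named next were chosen after their values were seen. In untreated plants, *AvSAMS1* TF was at least 1068-fold and 149-fold above Col-0 at the 2 probes of HR4 (At3g50480). It was at least 19.3-fold above at 1 probe of WRR4 (At1g56510) and at least 14.3-fold at CSA1 (At5g17880). Col-0 was at least 44.8-fold and 19.1-fold above *AvSAMS1* TF at the 2 probes of At5g17090. Each bound sets the mean of the bright line against the lowest signal well above background in the dim line, per channel after loess and Aquantile, and is open to dye bias. These differences were there without Al.

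In untreated plants, 74 probes of 46 loci differed between *AvSAMS1* TF and Col-0 at an adjusted p under 0.05 with limma, of which 60 were higher and 14 lower in *AvSAMS1* TF. The paper does not make this comparison. At an unadjusted p under 0.05 the number was 2530. Of the 60, 45 were not well above background in untreated Col-0, and of the 14, 8 were not well above background in untreated *AvSAMS1* TF. All 74 also differed more than 2-fold the same way between the Al-treated plants of the 2 lines, which are other RNAs on the same arrays. With any 1 of the 4 arrays left out the number was 0. Since these calls overlap in kind with the probes seen in 1 line only, the explanations that stay open are the same, and no further test was made for them.

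More than 2-fold induction on both Col-0 arrays together with more than 2-fold repression on both *AvSAMS1* TF arrays was seen for 2 probes, and the opposite for 0, among the 25773 probes well above background throughout. The difference was not tested for them apart from the limma test of all probes. They belong to RLP56 (At5g49290) and At1g67150, which were chosen after their values were seen. The log2 ratios of RLP56 were 1.89 and 1.12 in Col-0 and −1.09 and −1.15 in *AvSAMS1* TF, and those of At1g67150 were 2.49 and 1.25 in Col-0 and −2.49 and −1.32 in *AvSAMS1* TF. When the arrays were split by replicate number, 12 and 32 probes went opposite ways, and when the pairing was crossed, 1 and 1. The number along the lines is therefore no larger than along a pairing that means nothing. No biological explanation was tested.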

How the results depend on the processing

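The minimum signal for probes seen in 1 line only and the geometric mean at the probe nearest the paper's values were chosen only after the result was seen.

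The number of probes past the adjusted threshold with limma was 0 for the Al response in Col-0, in *AvSAMS1* TF and for the difference between the lines, and it was 0 under every limma alternative. At an unadjusted p under 0.05 the numbers were 2618, 1209 and 336, of which the latter 2 are below what chance alone gives. They were 4743, 3518 and 593 with median centring, which moved the median log2 ratio of all probes to between 0.15 and 0.18 on the 4 arrays, and without *AvSAMS1* TF replicate 2 the number for the difference was 5954. The t-test without the methods' F-test gave 2323, 1081 and 513 probes without adjustment, and 1, 0 and 0 after Benjamini-Hochberg adjustment. Where an array is left out, the lone array of its line is assumed to vary like the others. The slide as a random block was not run, because its correlation could not be estimated in this design.

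With the replicate block, the difference in untreated plants was called for 367 probes, 287 higher and 80 lower in *AvSAMS1* TF, in place of 74, and all 74 were among them. The unadjusted numbers for the 3 Al contrasts were 4102, 3292 and 898, and the paired fit changed no other call. Under the strict filter the number in untreated plants was 0, and this filter leaves out by construction the probes not above background in 1 line. It keeps 7 of the 74, which were not called under it, and the cause was not tested. With each array left out in turn it was 0 throughout, between 0 and 0. It was 58 with no filter, 95 without background correction and 74 with quantile normalization of Cy3 alone, of which 73 were shared.

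Gene group I held 1863 probes and Gene group R 540. They held 863 and 300 with normexp and loess, 1239 and 194 with median centring, and 213 and 207 when every *AvSAMS1* TF array had to lie beyond every Col-0 array. Gene group I held 788 under the strict filter, 918 with the geometric mean, 3793 with the P-value on at least 1 array and 3882 without it. Gene group R was within 1.5 times of its size under these 4, at 372, 659, 706 and 717. With each array left out, Gene group I held between 1758 and 5020 probes and Gene group R between 436 and 3615, the highest in both without *AvSAMS1* TF replicate 2. The cause was not tested, apart from the rules that are stricter by construction. Both groups kept to within 1.5 times with the series table, no filter and a margin of 1.5 between the lines.

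Of 165 list tests under alternatives, 162 stayed on the same side of the threshold. With camera and a preset correlation, the canonical Al list had an adjusted p of 7.86e-04 upwards in Col-0 and 7.86e-04 downwards in *AvSAMS1* TF minus Col-0, and neither call holds under fry with all arrays. Without *AvSAMS1* TF replicate 2, fry gave 0.0372 for the latter, and with each array left out its range was 0.0372 to 0.996. The cause was not tested.

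Of 132 values of gene ratios under other corrections, over all probes or from the series table, 108 moved by less than 1 SD between replicates and 24 by more. The 120 values with an array left out or with the geometric mean are counted apart, since with 2 arrays these cannot move a mean by 1 SD. Of these, 2 were labelled as changed in direction, which is not the number of ratios that crossed 1. Without replicate 1 of the line, At2g34430 in *AvSAMS1* TF went from 1.34 to 0.875, for example, and At3g06435 in Col-0 from 1.49 to 0.869. The 28 at the probe nearest the paper's values, which are geometric means too, are left out of both counts. The ratio of At4g33070 in *AvSAMS1* TF was 0.896 without replicate 1 and 38.1 without replicate 2, and that of At4g10510 was 0.165 without replicate 2 and 15.0 without replicate 1, although this gene was not well above background in untreated plants on any array, so that neither is a measured ratio. Fewer arrays are the construction of these alternatives, so that each value is that of 1 array. Signal over background limits what can be compared, since 62.1% of the spots on *AvSAMS1* TF replicate 1 were well above background in Cy3, against 77.9% on replicate 2.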

Differences from the paper's values

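The geometric mean at the probe nearest the paper's values was chosen only after the result was seen.

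The paper's ratios in Table 1 lie within 0.01 of the geometric mean of the 2 arrays in the deposited series table at 1 probe of the gene for 13 of the 14 genes, and of the arithmetic mean for 1, so the geometric mean is given beside the arithmetic one. A value is counted as different when it is more than 1.5 times the paper's or less by the same factor, and the gap is larger than the SD of the 2 arrays on the log2 scale. For At4g12230 the ratio was 1.45 in Col-0 (geometric mean 1.44), where the paper's value is 0.50, and 1.12 in *AvSAMS1* TF (geometric mean 1.08), where the paper's value is 0.18. Both differ under each of the alternatives set before the data were examined, and also at the probe nearest the paper, chosen after seeing the values. For At5g63600 in *AvSAMS1* TF the ratio was 0.176 (geometric mean 0.175), where the paper's value is 0.29. Of the alternatives set before the data were examined, the value is not counted as different with median centring (0.240), with the mean over all probes (0.206) and without *AvSAMS1* TF replicate 1 (0.197), of which the last is close to the limit, and it is counted as different with the geometric mean, with normexp and loess (0.191), with the series table or without *AvSAMS1* TF replicate 2 (0.156). At the probe nearest the paper, chosen after seeing the values, the geometric mean was 0.294.

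The paper places At4g12230 in Gene group R, with 0.50 in Col-0 and 0.18 in *AvSAMS1* TF, of which only the latter has an asterisk. Here both arrays of Col-0 were above 1, and the *AvSAMS1* TF arrays gave 0.825 and 1.41. The paper places At2g34430 and At4g33070 in Gene group I, and neither passed the rule here. At4g33070 passed it with the P-value on at least 1 array, without the P-value and without *AvSAMS1* TF replicate 2. At2g34430, with a mean ratio of 1.34 in *AvSAMS1* TF, passed it under none of the alternatives run at this probe.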

Other observations

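The tests of the hypoxia list by replicate, of photosynthesis genes and of another gene behind the values of At4g12230 were chosen only after the result was seen.

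The 5 lists fixed in advance gave no call with fry in any of the 15 tests, with adjusted p between 0.904 and 0.951, adjusted over the 15 tests. Of their genes, 0 were past the limma threshold over all genes tested. None of the 15 had an unadjusted p under 0.05. The median log2 ratios in Col-0, in *AvSAMS1* TF and for the difference were 0.75, 0.32 and −0.83 for the canonical Al list, −0.04, 0.03 and 0.17 for the SAM cycle list, −0.16, 0.23 and 0.33 for the DNA and histone methylation list (17 of 18 loci), 0.27, 0.60 and 0.75 for the hypoxia list and −0.07, 0.02 and −0.06 for the clock list. The canonical Al list had medians of −0.61 and 0.69 on *AvSAMS1* TF replicates 1 and 2, and of 0.61 and 1.26 on those of Col-0. Without *AvSAMS1* TF replicate 1 the median differences were −0.04, −0.02, 0.08, −0.58 and −0.13, in the same order of lists. For the clock list the median and the mean over all arrays differ in sign in *AvSAMS1* TF and for the difference, where the means were −0.05 and 0.23. ALMT1 (At1g08430), a member of the canonical Al list picked after its values were seen, had log2 ratios of 6.31 in Col-0 and 5.79 in *AvSAMS1* TF on replicate 2. On replicate 1 of both lines it was not well above background in untreated plants, so no ratio is given.

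The hypoxia list, to which At4g33070 belongs, was higher in replicate 1 of both lines, with median log2 ratios of 0.92 and −0.34 on the Col-0 arrays and 1.61 and −0.44 on the *AvSAMS1* TF arrays. Untreated plants sampled at day 0 in replicate 1 and at day 2 in replicate 2, as the labels give them, would raise the untreated RNA of replicate 2 and leave the Al-treated RNA about equal. In untreated plants the list was lower in replicate 2, with a median difference of −1.77 in Col-0 and −0.45 in *AvSAMS1* TF, which argues against this. In Al-treated plants it was lower in replicate 2 as well, at −3.01 in Col-0 and −2.49 in *AvSAMS1* TF. That the Al-treated RNA differed by more than the untreated is the higher ratio itself and decides nothing, so a state of the Al-treated plants of replicate 1 stays open. The software version, the slides and the experiment differ between the replicate numbers as well, and were not told apart.

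The higher ratio of At2g34430 in *AvSAMS1* TF than in Col-0 was shared by other photosynthesis genes. Of the 25 loci of the leaf photosynthesis list, 21 had a higher ratio in *AvSAMS1* TF in both replicate numbers. The median log2 difference was 2.30 in replicate 1 and 0.50 in replicate 2, and that of At2g34430 was 2.34 and 0.57. The list was composed after the top genes of *AvSAMS1* TF replicate 1 had been seen, so this decides nothing, and a shift of photosynthesis genes as a class and another share of leaf in the RNAs cannot be told apart. The median log2 ratios of this list were −1.56 and −0.66 on the Col-0 arrays and 0.65 and −0.04 on the *AvSAMS1* TF arrays, so the larger part came from replicate 1. Those of the root list were 0.11 and −2.79 in Col-0 and 0.00 and −1.20 in *AvSAMS1* TF.

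The paper's pair of values for At4g12230 was given within 0.01, as geometric means of the series table, by 1 probe of another gene, At4g12330, and not by its own probe. A candidate explanation is that they are values of another gene, since the 2 locus numbers differ in 1 digit. For 5 of the other 13 genes a probe of another gene also came within 0.01, so a match by any gene is weak. That count is not of genes whose number differs in 1 digit. The asterisk, in *AvSAMS1* TF only, goes with At4g12330. Its P-value of LogRatio was 0.788 and 0.219 in Col-0, and 1.15e-15 and 5.47e-13 in *AvSAMS1* TF. At4g12230 had 0.00158 and 0.0687 in Col-0, and 0.176 and 0.0170 in *AvSAMS1* TF. In Col-0, At4g12330 was not well above background, and the explanation stays a candidate.

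For the genes of Figure 5, whose ChIP and qRT-PCR samples are not these arrays, the arrays gave the following. At1g24200, At1g57777 and At4g10510 were not well above background in untreated plants on any array, and in Al-treated *AvSAMS1* TF they were so on 1 array, replicate 2. On that array they were at least 2.28-, 1.84- and 2.02-fold higher after Al, while on replicate 1 of this line neither channel was well above background. In Col-0 only At1g57777 was seen, after Al on replicate 2, at least 1.23-fold higher. None of them was in Gene group I. At1g33910 was in Gene group R. In *AvSAMS1* TF it was not well above background after Al on either array, at least 1.64- and 1.97-fold lower than before (replicates 1 and 2). In Col-0 after Al it was well above background on replicate 2 only, with a ratio of 0.199. On Col-0 replicate 1 it was at least 1.58-fold lower after Al. At2g30670 and At3g20360 were not well above background after Al on either *AvSAMS1* TF array, and were so before Al on replicate 2 only, at least 2.65- and 1.84-fold lower after Al on that array. In Col-0, At2g30670 was well above background on replicate 2 only, with a ratio of 0.185, and At3g20360 only before Al on replicate 2, at least 1.14-fold lower after it. The internal control At2g37620 had 0.709 and 0.812 in Col-0 and 1.08 and 1.00 in *AvSAMS1* TF, and 2 of its other probes had the opposite sign in *AvSAMS1* TF.

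In untreated plants, At4g18940 was at least 15.8-fold higher in *AvSAMS1* TF than in Col-0. The limma adjusted p of this comparison was 0.128, so the probe was not called. The spiked-in control RNAs had lower log10 ratios in replicate 1 for all 10 sequences in both lines, with mean differences of −0.443 ± 0.0580 (SD over sequences) in Col-0 and −0.265 ± 0.0970 in *AvSAMS1* TF.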
